# BMAL1 coordinates energy metabolism and differentiation of pluripotent stem cells

**DOI:** 10.26508/lsa.201900534

**Published:** 2020-04-13

**Authors:** Cristina Ameneiro, Tiago Moreira, Alejandro Fuentes-Iglesias, Alba Coego, Vera Garcia-Outeiral, Adriana Escudero, Daniel Torrecilla, Sonia Mulero-Navarro, Jose Maria Carvajal-Gonzalez, Diana Guallar, Miguel Fidalgo

## Abstract

BMAL1 is essential for the regulation of circadian rhythms in differentiated cells and adult stem cells, but the molecular underpinnings of its function in pluripotent cells, which hold a great potential in regenerative medicine, remain to be addressed. Here, using transient and permanent loss-of-function approaches in mouse embryonic stem cells (ESCs), we reveal that although BMAL1 is dispensable for the maintenance of the pluripotent state, its depletion leads to deregulation of transcriptional programs linked to cell differentiation commitment. We further confirm that depletion of *Bmal1* alters the differentiation potential of ESCs in vitro. Mechanistically, we demonstrate that BMAL1 participates in the regulation of energy metabolism maintaining a low mitochondrial function which is associated with pluripotency. Loss-of-function of *Bmal1* leads to the deregulation of metabolic gene expression associated with a shift from glycolytic to oxidative metabolism. Our results highlight the important role that BMAL1 plays at the exit of pluripotency in vitro and provide evidence implicating a non-canonical circadian function of BMAL1 in the metabolic control for cell fate determination.

## Abstract (precis)

Although pluripotent cells lack circadian oscillations, this study reveals a novel function of the master circadian regulator BMAL1 in metabolism and early differentiation of embryonic stem cells.

## Introduction

Circadian rhythms are necessary to coordinate key behavioural (e.g., sleep/wake cycle) and physiological (e.g., metabolism, hormone secretion, and stem cell homeostasis) processes in mammals (Bechtold & Loudon, 2013; Lopez-Minguez et al, 2016; McAlpine & Swirski, 2016; Weger et al, 2017; Dierickx et al, 2018). At the cellular level, the circadian clock is composed by transcriptional and translational feedback loops involving the clock master regulators BMAL1, CLOCK, PER, and CRY proteins, which ensure rhythmic gene expression to accommodate to the tissue and organ needs. Interestingly, although the proteins of the circadian clock are already present at early stages of embryonic development, circadian rhythms are not established until around the mid-gestation stage (Saxena et al, 2007; Umemura et al, 2017). In line with this, embryonic stem cells (ESCs), which are derived from the inner cell mass of the preimplantation blastocyst, are devoid of transcriptional circadian oscillations (Kowalska et al, 2010; Yagita et al, 2010; Umemura et al, 2014, 2017; Dierickx et al, 2017).

Given the lack of a compensating homologue in vivo, BMAL1 has been defined as the only essential component of the molecular circadian clock in mammals (Bunger et al, 2000). *Bmal1* KO mice have impaired circadian behaviour and absence of rhythmicity in circadian target genes (Bunger et al, 2000). Moreover, they show infertility (Alvarez et al, 2008; Boden et al, 2010), show impaired glucose homeostasis (Rudic et al, 2004), and have been reported to have reduced life span and higher prevalence of age-related pathologies (Kondratov et al, 2006). Unexpectedly, many metabolic and age-related pathologies caused by *Bmal1* depletion were not observed when using an inducible KO mouse model where *Bmal1* depletion was performed in the adult age (Yang et al, 2016), suggesting important functions for this master regulator during embryogenesis. Given that BMAL1 is readily expressed in ESCs, even in the absence of a functional circadian clock, we hypothesized that additional roles of this factor in pluripotency remain to be discovered and could yield insights into its function during early stages of embryonic development.

To investigate the function of BMAL1 in pluripotent cells, which present a great therapeutic potential given their ability to generate cells of any adult tissue, we used transient and genetic models of *Bmal1* loss-of-function in ESCs. We discovered that BMAL1 is dispensable for ESC maintenance, as its depletion does not affect pluripotency marker expression or colony formation. Nevertheless, we observed that ablation of *Bmal1* in ESCs resulted in deregulation of genes from the three embryonic germ layers, and an aberrant induction of differentiation gene expression in vitro. Importantly, using embryonic organoids, we discovered that BMAL1 is necessary for in vitro gastruloid formation and proper expression of lineage specification markers. Mechanistically, we discovered that depletion of *Bmal1* produced a change in metabolism-related genes and pathways, which are now considered to be drivers in the differentiation process. In particular, we observed a reduction in basal glycolysis and a concomitant increase in respiration, which was accompanied by an increase in mitochondrial reactive oxygen species (mtROS) production. Thus, our results uncover an unexpected function of BMAL1 in ESCs in metabolic regulation, where the clock is not yet “ticking,” but BMAL1 function is already relevant for proper embryonic specification.

## Results

### Transient loss-of-function of BMAL1 is dispensable for ESC self-renewal

To define the role of BMAL1 in pluripotent cells, which have been previously reported to lack circadian rhythms (Kowalska et al, 2010; Yagita et al, 2010; Umemura et al, 2014, 2017; Dierickx et al, 2017), we first determined the expression level of this core clock regulator in MEFs and pluripotent ESCs. Notably, when we analysed BMAL1 RNA and protein levels by RT quantitative PCR (RT-qPCR) and Western blot, respectively, we detected that its abundance was higher in ESCs compared with MEFs (Figs 1A and S1A). In contrast, expression of *Clock*, another circadian regulator, was higher in MEFs, which have been reported to possess a functional circadian clock (Yagita et al, 2001) (Fig S1A). These data prompted us to consider whether BMAL1 may be important for pluripotency.

**Figure 1.**
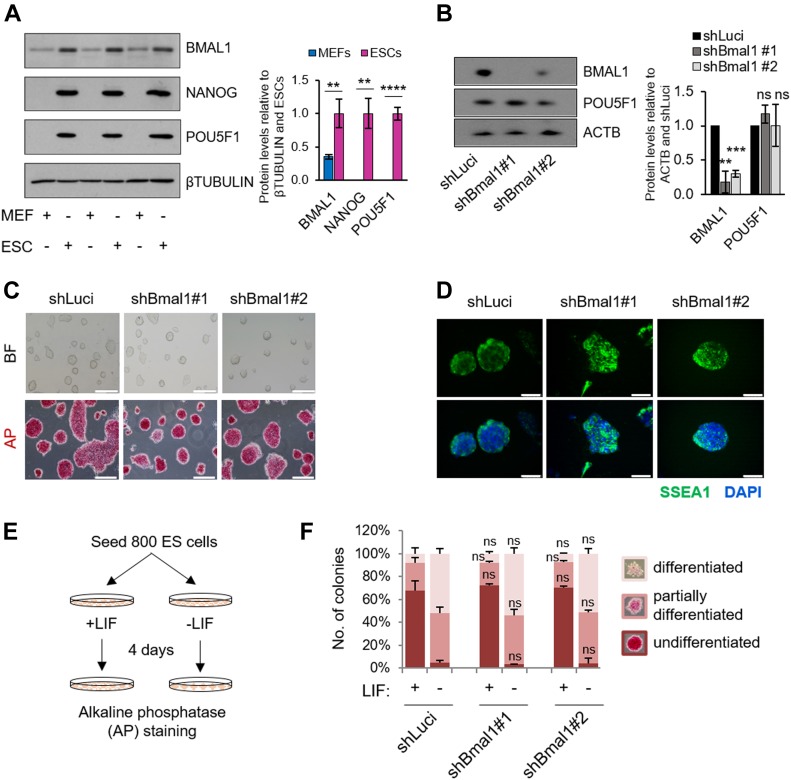
Silencing of *Bmal1* does not compromise the maintenance of embryonic stem cells (ESCs). **(A)** (Left) Western blot of BMAL1 and the pluripotency markers NANOG and POU5F1 in MEFs and ESCs. βTUBULIN was used as loading control. Biological triplicates are shown. (Right) Quantification of the blots. **(B)** (Left) Western blot of BMAL1 and POU5F1 in ESCs transfected with shRNAs against Bmal1 or Luciferase as control. ACTIN (ACTB) was used as a loading control. One representative experiment is shown. (Right) Quantification of three independent experiments. **(C)** Bright-field (BF) and AP-staining images of ESCs transfected with shRNA against Bmal1 or Luciferase as a control. The scale bar represents 200 μm. **(D)** Immunofluorescence of the pluripotent marker SSEA1 in ESCs transfected with shRNAs against Bmal1 or Luciferase as control. Nuclei were stained with DAPI. The scale bar represents 50 μm. **(E)** Schematic representation for the colony formation assay. ESCs transfected with shRNA against Bmal1 or Luciferase as control are seeded at low confluence in standard medium with or without LIF, and colonies are counted and classified into the three indicated categories according to their AP-staining intensity. **(F)** Graphic representation for the counting and classification of colonies. (n = 3). In (A, B, F), bars represent mean ± SD. Two-tailed unpaired *t* test analysis was performed. ****P < 0.0001, ***P < 0.001, **P < 0.01; ns, not significant. Source data are available for this figure.

**Figure S1.**
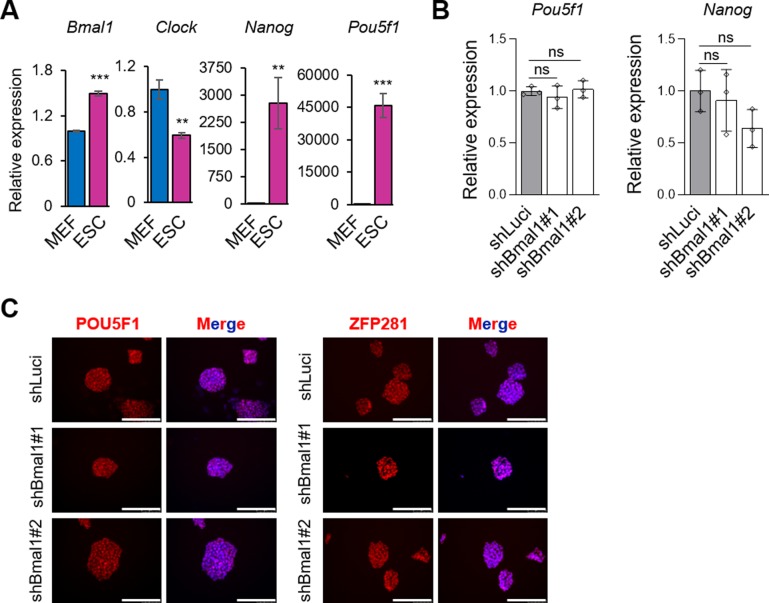
Knock-down of Bmal1 is compatible with maintenance of pluripotency. **(A)** RT-qPCR analysis comparing the relative expression of circadian clock genes *Bmal1* and *Clock* and the pluripotency genes *Nanog* and *Pou5f1* in MEFs and embryonic stem cells (ESCs) (n = 3). **(B)** RT-qPCR analysis of pluripotency genes *Pou5f1* and *Nanog* in ESCs transfected with shRNAs against Bmal1 or Luciferase as control. (n = 3). **(C)** Immunofluorescence of pluripotent markers POU5F1, and ZFP281 in ESCs transfected with shRNAs against Bmal1 or Luciferase as control. Nuclei were stained with DAPI. The scale bar represents 100 μm. Data in (A, B) are shown as mean ± SD. Two-tailed unpaired *t* test was performed. ***P < 0.001, **P < 0.01; ns, not significant.

To understand the role of BMAL1 in ESCs, we first performed loss-of-function experiments using two independent shRNAs against Bmal1 to reduce the likelihood of off-target effects. We confirmed the efficiency in silencing of Bmal1 compared with Luciferase control (shLuci) knockdown by analysing its protein levels by Western blot (Fig 1B). Importantly, we did not observe major differences in typical ESC morphology and AP staining in cells transduced with shRNAs against Bmal1 compared with shLuci (Fig 1C). Consistently, reduction of BMAL1 protein levels did not greatly impact pluripotency markers (i.e., *Pou5f1* and *Nanog*) at the mRNA level (Fig S1B) and/or the protein level (Fig 1B). Indeed, immunofluorescence assays revealed that silencing of Bmal1 does not alter expression variability and population heterogeneity of pluripotency markers (i.e., SSEA1, POU5F1, and ZFP281) in ESCs (Figs 1D and S1C). We next examined whether self-renewal properties of pluripotent cells were affected by the loss-of-function of *Bmal1* in the presence or absence of leukaemia inhibitory factor (LIF). For this purpose, a reduced number of cells transduced with either the control shLuci or each of the two shRNAs against Bmal1 were plated and cultured at clonal density with or without LIF for 4 d, followed by AP staining (Fig 1E). Consistent with the effect observed in bulk-grown ESCs, silencing of Bmal1 did not impact the proportion of undifferentiated, partially or fully differentiated colonies both in pluripotency-sustaining (+LIF) or differentiation-promoting (−LIF) culture conditions (Fig 1F). Taken together, our results show that BMAL1 is dispensable for ESC self-renewal, despite being abundantly expressed in pluripotent cells.

### Absence of BMAL1 protein is compatible with pluripotency maintenance

Given that knockdown with RNA interference can result in variable amounts of mRNA reduction, we aimed at generating ESC lines completely lacking *Bmal1* expression to systematically dissect BMAL1 function in pluripotent cells. To this end, we used the CRISPR-Cas9 nuclease system (Jinek et al, 2012; Cong et al, 2013) to generate a *Bmal1* KO ESC line. First, we designed a sgRNA specifically targeting the start codon site of *Bmal1* gene, located at the Exon 5 (Fig 2A). 

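*Arntl*, the gene that encodes BMAL1, has the identifier ENSMUSG00000055116.8 and lies on the plus strand of chromosome 7 of GRCm38 from 113207465 to 113314126. The annotation lists 6 transcripts of the gene, 4 of them protein-coding. The spacer of sgRNA 1 in Table S2, GAACCGGAGAGTAGGTCGGT, matches the minus strand from 113280723 to 113280742 and is followed by the PAM sequence GGG. These 20 bases lie in exon 5 of the 20 exons of the transcript Arntl-201, which is exon 3 of Arntl-203, exon 6 of Arntl-204 and exon 4 of Arntl-206. The start codon, from 113280663 to 113280665, lies in the same exon of each of these 4 transcripts, and 57 bases separate it from the spacer. Table S2 also lists sgRNA 2, whose spacer CGACCTACTCTCCGGTTCCC matches the plus strand from 113280725 to 113280744 with the PAM sequence TGG. The sequence removed in Fig 2A, GTAGGTCGGTGGGGCCCGGAGA, reads TCTCCGGGCCCCACCGACCTAC on the strand of the gene and covers 22 bp from 113280711 to 113280732 as drawn. That placement begins 45 bases after the start codon, and the length of the deletion leaves a remainder of 1 when divided by 3. Because the bases on both sides of the site are partly repeated, 8 placements of a 22-bp deletion leave the same sequence, and their starts run from 113280711 to 113280718. The reference sequence around the site, from 113280687 to 113280756, is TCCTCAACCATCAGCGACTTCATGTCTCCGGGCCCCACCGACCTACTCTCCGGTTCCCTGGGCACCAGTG.

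**Figure D1:**
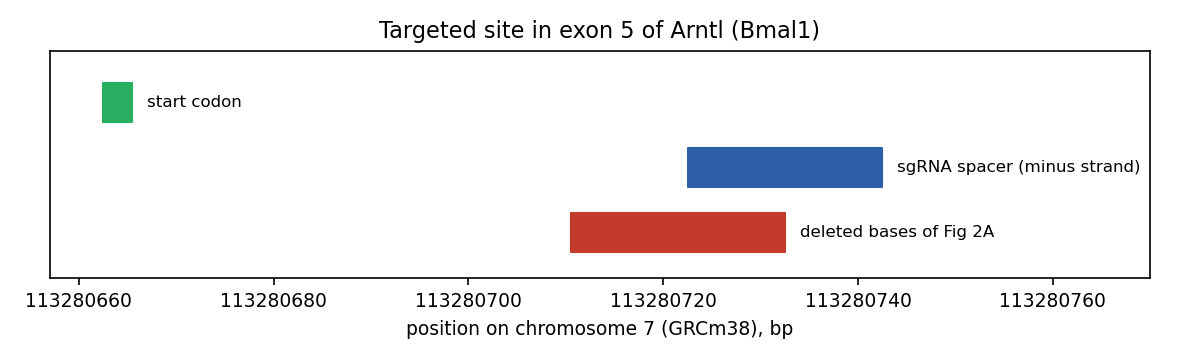
Map of the targeted site in exon 5 of *Arntl*, with the position on chromosome 7 of GRCm38 in bp on the x-axis. Bars mark the start codon (113280663 to 113280665), the spacer of sgRNA 1 (113280723 to 113280742) and the deleted bases as placed in Fig 2A (113280711 to 113280732), which overlap the spacer.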

PCR genotyping and Sanger sequencing identified a *Bmal1* KO ESC line (Figs 2A and S2A–C). Western blot analysis confirmed complete depletion of BMAL1 protein in our selected ESC clone (Fig 2B).

**Figure 2.**
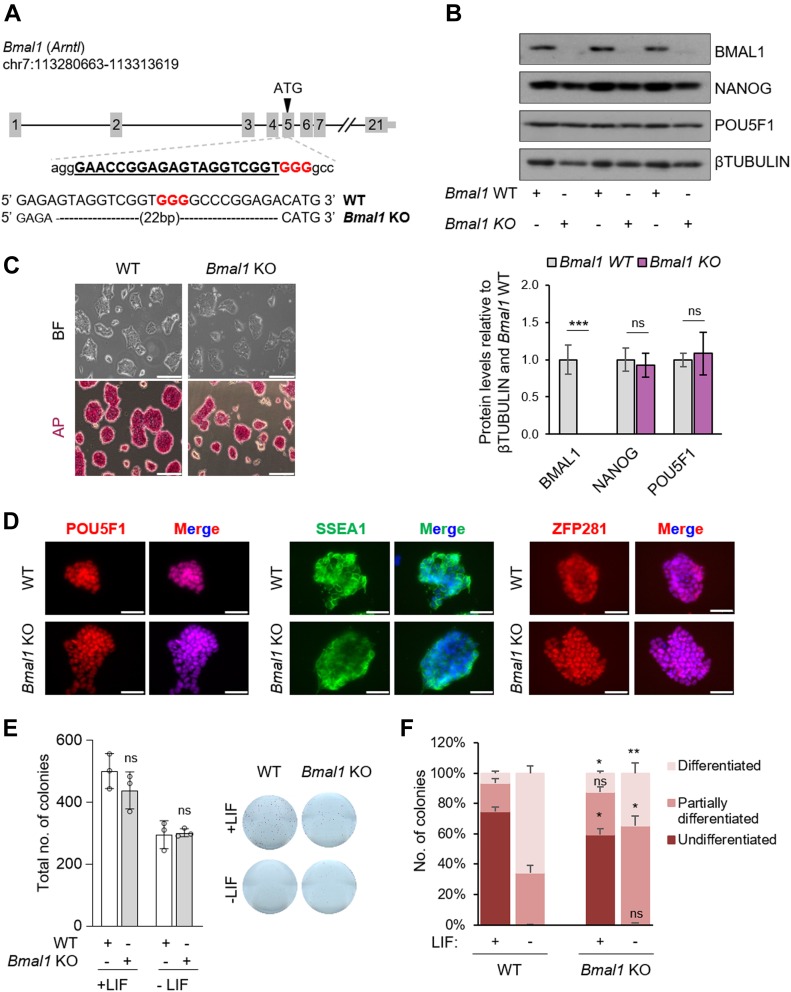
Generation and characterization of a CRISPR/Cas9 *Bmal1* KO embryonic stem cell (ESC) line. **(A)** (Top) Schematic representation for the CRISPR/Cas9 strategy used. The designed sgRNA is underlined and the PAM sequence is highlighted in red. (Bottom) Sequence deleted (22 bp) in *Bmal1* KO alleles detected by Sanger sequencing. **(B)** (Top) Western blot of BMAL1 and the pluripotency factors NANOG and POU5F1 in *Bmal1* WT and KO ESCs. βTUBULIN was used as a loading control. (Bottom) Quantification of three independent experiments. **(C)** Bright-field (BF) and AP-staining images of *Bmal1* WT and KO ESCs. The scale bar represents 200 μm. **(D)** Immunofluorescence of POU5F1, SSEA1, and ZFP281 in *Bmal1* WT and KO ESCs. Nuclei were stained with DAPI. The scale bar represents 50 μm. **(E)** (Left) Number of ESC colonies formed in a clonogenic assay with *Bmal1* WT and KO ESCs. (Right) Representative images of AP-stained wells are shown. **(F)** Graphic representation for the counting and classification of colonies of a colony-formation assay. (n = 3) In (B, E, F), bars represent mean ± SD. Two-tailed unpaired *t* test analysis was performed. ***P < 0.001, **P < 0.01, *P < 0.05; ns, not significant. Source data are available for this figure.

**Figure S2.**
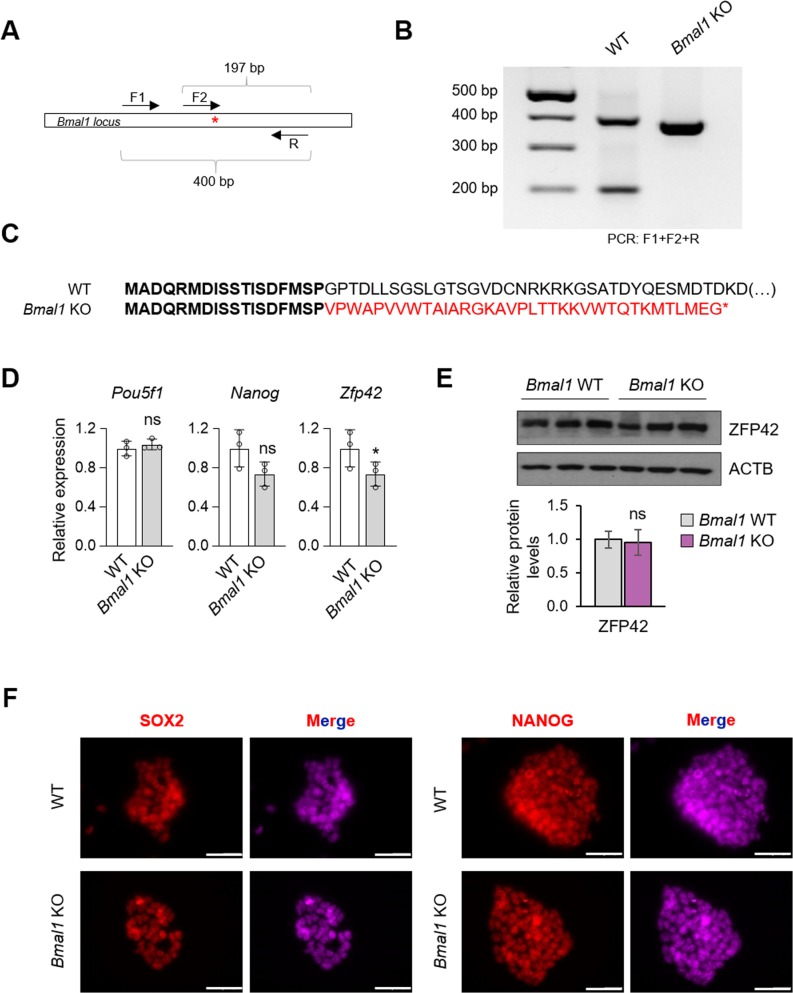
Analysis of the impact of *Bmal1 *depletion in ESC maintenance. **(A)** Schematic representation of *Bmal1 locus* and the site of hybridization of the three primers used in the genotyping strategy to identify deletions among the CRISPR/Cas9 clone candidates. F2 forward primer only hybridizes if the sgRNA binding site (*) is intact. **(B)** Genotyping gel image of the generated *Bmal1* KO cell line. The disappearance of the lower band indicates the existence of a deletion surrounding the sgRNA-binding site. **(C)** In silico prediction of BMAL1 protein sequence after depleting the 22 bp lost in the generated KO cell line, showing a frame shift in the aminoacidic sequence and the appearance of a premature STOP codon, indicated with an asterisk. **(D)** RT-qPCR analysis of the pluripotency markers *Pou5f1*, *Nanog*, and *Zfp42* in *Bmal1* WT and KO embryonic stem cells (ESCs). (n = 3). **(E)** (Top) Western blot of ZFP42 in *Bmal1* WT and KO ESCs. β-ACTIN (ACTB) was used as a loading control. (Bottom) Quantification of three independent experiments. Protein levels are represented relative to ACTB and WT cells. **(F)** Immunofluorescence of pluripotency markers SOX2 and NANOG in *Bmal1* WT and KO ESCs. The scale bar represents 100 μm. In (D, E), bars represent mean ± SD. Two-tailed unpaired *t* test was performed. *P < 0.05; ns, not significant.

To establish whether depletion of *Bmal1* influences the maintenance of the pluripotent state of ESCs, we first examined the morphology and AP-staining pattern in *Bmal1* KO ESCs. Notably, consistent with the Bmal1 knockdown data, *Bmal1* KO ESCs displayed normal pluripotent colony morphology and stained positive for AP compared with WT pluripotent cells over the course of multiple passages (>10) (Fig 2C). In addition, the expression of pluripotency markers (i.e., *Nanog*, *Pou5f1*, and *Zfp42*) at the RNA and protein levels was not significantly affected in the absence of BMAL1 (Figs 2B and S2D and E). Moreover, immunofluorescence of key pluripotent markers (i.e., POU5F1, SSEA1, ZFP281, SOX2, and NANOG) (Figs 2D and S2F) suggested that pluripotency maintenance in *Bmal1* KO ESCs was grossly unaffected. On the other hand, when we analysed the self-renewal capability of *Bmal1*-depleted ESCs, we did not observe changes in the number of colonies (Fig 2E) and only a mild reduction in the percentage of undifferentiated colonies (74.5 ± 3.3 versus 59.6 ± 3.9) in the presence of LIF (Fig 2F), which is in line with the acute silencing of Bmal1 using the shRNA approach (Fig 1F). Of note, *Bmal1* KO ESCs showed a defect in differentiation upon LIF withdrawal as observed by the decrease in the percentage of fully differentiated colonies (65.6 ± 4.7 versus 34.7 ± 6.7) (Fig 2F), suggesting a possible role of BMAL1 during the exit of pluripotency. Collectively, taking together the knockdown and KO results, our data demonstrate that BMAL1 is dispensable for ESC maintenance.

### BMAL1 is required for exiting pluripotency in vitro

Given that pluripotent cells can differentiate into all cell types from the three germ layers (i.e., ectoderm, endoderm, and mesoderm), we next interrogated the role of BMAL1 during the cellular differentiation process of ESCs. For this purpose, we first performed an in silico analysis using a genome-wide RNAi screen–published dataset for the identification of potential direct and indirect regulators of *Nanog* gene expression under mild retinoic acid (RA)–induced differentiation conditions, which could presumably be involved in the exit of pluripotency (Gingold et al, 2014). Remarkably, when we analysed the consequences of loss-of-function in 166 genes involved with circadian rhythms (GO:0007623), we noticed the existence of eight positive, including BMAL1, and six negative potential regulators of the expression of the pluripotency marker *Nanog* (Z score > 2), measured by GFP fluorescent levels, which could play roles in the differentiation process (Fig 3A). Interestingly, we also observed the existence of opposing effects on *Nanog* promoter activity between the core circadian clock regulators BMAL1 and CLOCK (Fig 3B). Importantly, we further confirmed the regulatory effect of BMAL1 on *Nanog* promoter activity under the same RA-induced differentiation conditions, by flow cytometry analysis using the *Nanog*-GFP reporter ESC line NG4 (Schaniel et al, 2009) transduced with shRNAs against Bmal1 and shLuci as a control (Fig 3C and D). Future studies are warranted to investigate whether BMAL1 regulates *Nanog* promoter activity in a direct or indirect manner. Taken together, these results show that BMAL1 may be involved in early decisions during the exit of pluripotency and unveil the existence of specific functions of factors related with circadian processes in cell fate determination at the beginning of in vitro differentiation.

**Figure 3.**
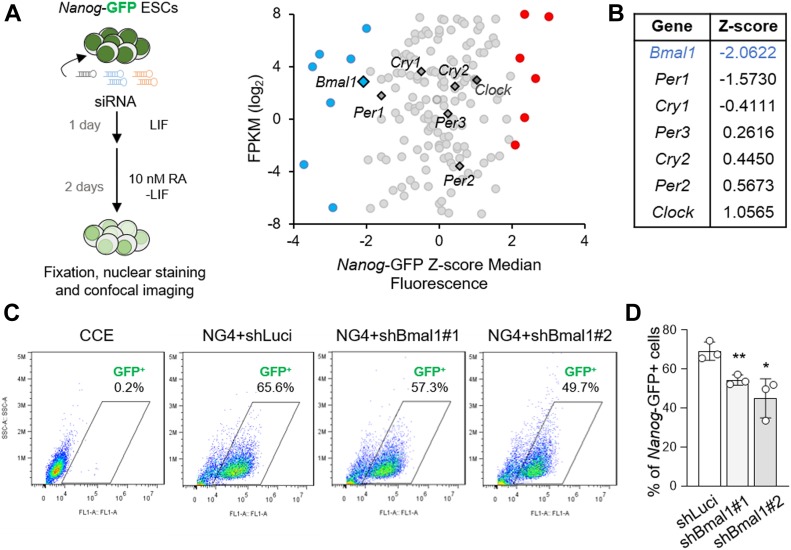
Absence of Bmal1 affects the exit from pluripotency. **(A)** (Left) Schematic representation for screening conditions. *Nanog*-GFP (NG4) ESCs are transfected with siRNAs and cultured for 1 d in standard pluripotency medium followed by 2 d under mild retinoic acid (RA)–mediated differentiation. The cells are fixed, stained, and imaged. (Right) Scatter plot showing circadian clock core genes expression represented as FPKM and their effect in *Nanog*-GFP median fluorescence after screening conditions. **(B)** Summary table of Z-score median fluorescence values for circadian clock core genes after screening conditions highlighting *Bmal1* as the gene with the highest effect among the core circadian regulators. **(C)** FACS analysis of *Nanog*-GFP intensity after RA-mediated differentiation of NG4 cells transfected with shRNA against Bmal1 or Luciferase as control. CCE parental ESC line is used as negative fluorescence control. The percentage represents the fraction of *Nanog*-GFP–positive cells in each sample in the indicated gate. One representative experiment is shown. **(D)** Percentage of *Nanog*-GFP–positive cells after transduction with the indicated shRNAs. (n = 3) Bars represent mean ± SD. Two-tailed unpaired *t* test analysis was performed. **P < 0.01, *P < 0.05. Source data are available for this figure.

Next, to investigate the function of BMAL1 in differentiation, we analysed the ability of *Bmal1* KO and wild-type (WT) ESCs to form teratomas. When subcutaneously injected in the flanks of immunodeficiency mice, both *Bmal1* KO and WT ESCs were able to efficiently form teratomas of similar size (Fig 4A). Haematoxylin and eosin–stained sections of teratomas showed that a range of cell types and tissues from all three germ layers (i.e., mesoderm, ectoderm, and endoderm) was present in all teratomas regardless of BMAL1 presence (Fig 4B). These findings, together with our results showing that BMAL1 is dispensable for ESC maintenance, support that *Bmal1* KO ESCs are pluripotent. It is possible that the role of BMAL1 in the exit of pluripotency observed in vitro (Fig 3) does not cause profound abnormalities which would be detectable during differentiation in vivo by teratoma assay. Thus, to determine if depletion of *Bmal1* in ESCs can affect cellular differentiation in vitro, we performed embryoid bodies (EBs) assays, which mimic early embryonic development *in a dish* (Doetschman et al, 1985). After 6 d of culture in ESC medium without the LIF cytokine (Fig 4C), we observed that *Bmal1* expression was down-regulated similarly to *Nanog*, concomitant with the up-regulation of markers from the three germ layers (i.e., *Pax3*, *Gata6*, and *Mixl1*) (Fig 4D). Consistent with their ability to generate teratomas, *Bmal1* KO cells were able to form EBs (Fig 4E). However, we observed that *Bmal1* KO EBs presented a significant increase in their size compared with the control (Fig 4E), suggesting intrinsic differences during the differentiation process through EB formation due to the absence of this master clock regulator. Moreover, when we analysed gene expression of several ectoderm, mesoderm, and endoderm markers, we found that they were differentially induced in *Bmal1* KO at day 6, compared with WT EBs (Fig 4F). These results indicate that BMAL1 is required for ESC differentiation in vitro to properly establish germ layer–specific transcriptional programs.

**Figure 4.**
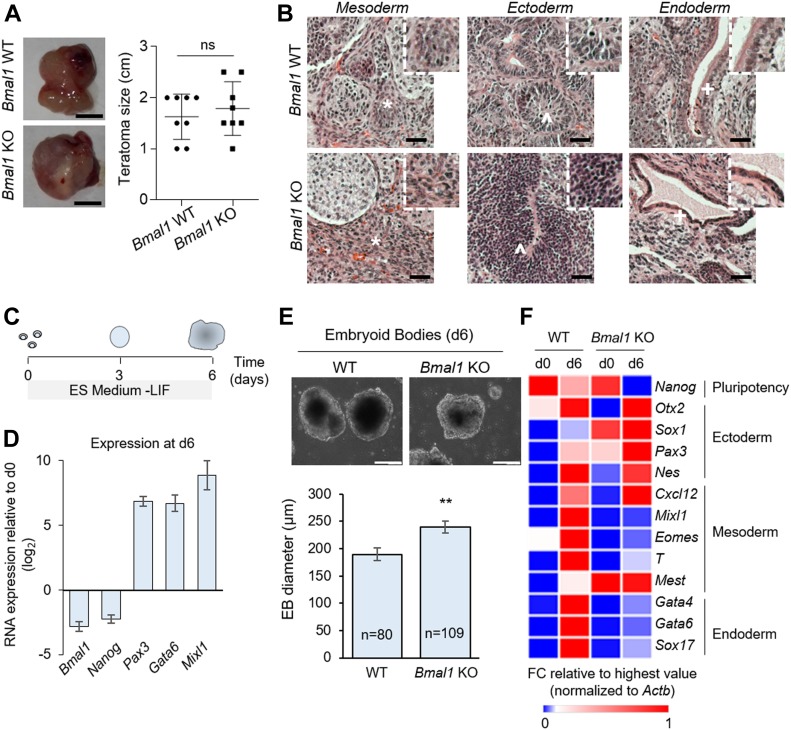
*Bmal1* is required for embryonic stem cell in vitro differentiation. **(A)** (Left) Teratomas formed by wild-type (WT) and *Bmal1* KO ES cells after 3–4 wk of injection. The bar represents 5 mm. (Right) Quantification of teratoma size (n = 8 tumours per genotype). **(B)** Histological analysis of teratomas of the indicated genotype by H&E staining. Structures representing the three embryonic germ layers in both genotypes were found. (*), connective tissue; (^), neural tissue; and (+), epithelial tissue. 4× magnifications for each tissue are shown. The bar represents 30 μm. **(C)** Schematic representation for the embryoid body (EB) differentiation assay. **(D)** Relative expression of genes at day 6 of EB differentiation assay compared with day 0 in WT embryonic stem cells determined by RT-qPCR. Ectoderm-specific (i.e., *Pax3*), endoderm-specific (i.e., *Gata6*), and mesoderm-specific (i.e., *Mixl1*) markers are shown. **(E)** (Top) Representative images of EBs at day 6 of differentiation in the indicated cell lines. The scale bar represents 200 μm. (Bottom) Quantification of the diameter of day 6 EBs for *Bmal1* WT and KO cells. The number of EBs analysed is indicated. Data are shown as mean ± SEM. **(F)** Relative expression of several germ layer–specific genes from day 0 and day 6 EBs determined by RT-qPCR. Expression fold changes are shown relative to the highest value. In (A, D), data are shown as mean ± SD. Two-tailed unpaired *t* test was performed. **P < 0.01; ns, not significant. Source data are available for this figure.

### BMAL1 is important during in vitro gastrulation

To further confirm our observation that loss of BMAL1 affects proper embryonic germ layer specification in vitro, we decided to use a recently reported gastruloid system (Beccari et al, 2018). Gastruloids are small aggregates of ESCs that undergo gastrulation-like events and elongation in vitro and mimic embryonic spatial and temporal gene expression (Beccari et al, 2018). Importantly, this gastrulation model can be used as an in vitro system to study early developmental events taking place in the mammalian embryo in vivo. Thus, we generated aggregates of WT or *Bmal1* KO ESCs in N2B27 medium and subjected them to a pulse of a WNT agonist (i.e., CHIR99021) (Fig 5A). First, we analysed the expression pattern of WT gastruloids and observed that, similar to the pluripotency marker *Nanog*, *Bmal1* was down-regulated at 120 h of gastruloid formation compared with ESCs (t = 0 h), concomitant with germ layer marker induction (i.e., *Pax3*, *Gata6*, and *Mixl1*) (Fig 5B). We then compared the efficiency in the generation of gastruloids in the presence or absence of BMAL1. Remarkably, we observed that after 120 h, the aggregates obtained from *Bmal1* KO ESCs were significantly smaller (Fig 5C and D) and failed to elongate and polarize to give rise to gastruloid-like structures compared with wild-type cells (7.14% versus 41.07%, respectively) (Fig 5E). In addition, absence of BMAL1 during gastruloid formation was accompanied by altered expression of several lineage specification markers representative of three germ layers (Fig 5F). In particular, we observed deregulation, in the absence of BMAL1, of genes associated with in vivo gastrulation process such as *Mixl1* and *Eomes* (Beccari et al, 2018). Likewise, we observed altered transcriptional dynamics of several members of the *Hoxd* gene cluster (Fig 5G), which is one of the hallmarks of axial gene regulatory systems whose sequential activation is associated with the patterning and formation during in vitro gastruloid formation (Beccari et al, 2018). Collectively, these results show that BMAL1 is required for efficient gastruloid formation in vitro and confirm that BMAL1 deficiency abrogates the correct induction of ectoderm, mesoderm, and endoderm markers during the exit of pluripotency.

**Figure 5.**
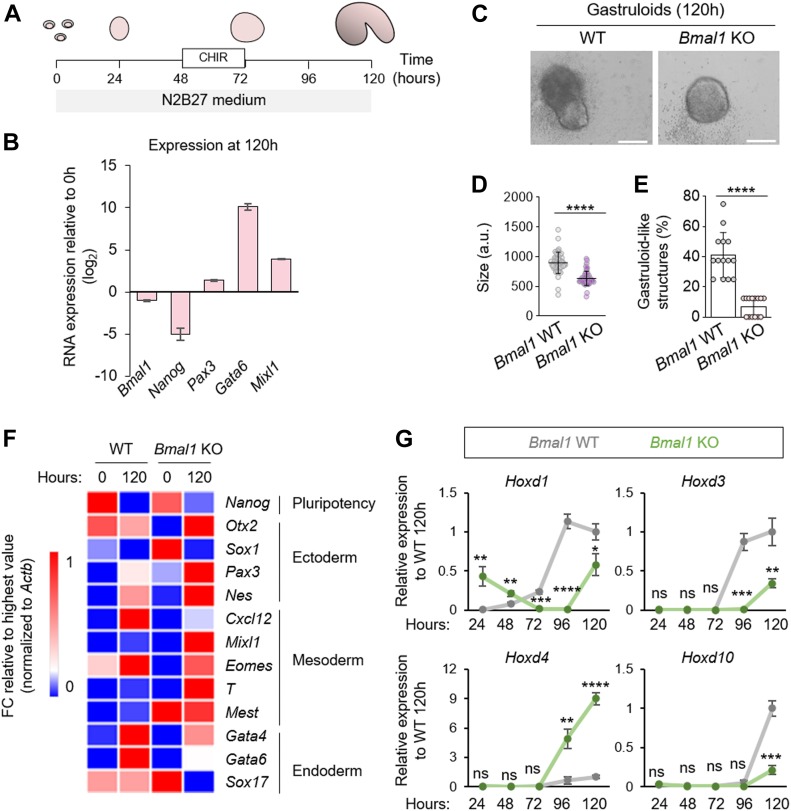
Ablation of *Bmal1* disrupts gastrulation in vitro. **(A)** Schematic depiction for the gastrulation assay performed (Beccari et al, 2018) for CHIR, GSK-3 inhibitor. **(B)** Relative expression of genes after 120 h of in vitro gastrulation assay of wild-type embryonic stem cells (ESCs) determined by RT-qPCR and expressed relative to ESCs (0 h). Ectoderm-specific (i.e., *Pax3*), endoderm-specific (i.e., *Gata6*), and mesoderm-specific (i.e., *Mixl1*) markers are shown. **(C)** Representative images of 120 h aggregates for *Bmal1* WT and KO cells. The scale bar represents 200 μm. **(D)** Quantification of the size of the aggregates formed by *Bmal1* WT and KO cells at 120 h of in vitro gastrulation. **(E)** Percentage of gastruloid-like structures formed by *Bmal1* WT and KO aggregates at 120 h of in vitro gastrulation (n = 14 independent experiments with at least eight formed aggregates per experiment). **(F)** Relative expression of *Nanog* and several germ layer–specific genes at the indicated time points of the gastruloid differentiation assay of WT and *Bmal1* KO ESCs determined by RT-qPCR. Expression of fold changes are shown relative to the highest value. **(G)** Expression of *Hoxd1*, *Hoxd3*, *Hoxd4*, and *Hoxd10* dynamics during in vitro gastrulation of *Bmal1* WT and KO ESCs at the indicated time points. (n = 3). In (B, D, E, G), data are represented as mean ± SD. Two-tailed unpaired *t* test was performed. ****P < 0.0001, ***P < 0.001, **P < 0.01; a.u., arbitrary units; ns, not significant. Source data are available for this figure.

### BMAL1 regulates transcriptional networks related to cellular differentiation

To gain further insight into the molecular underpinnings of BMAL1 function in pluripotent cells, we performed transcriptional profiling of wild-type and *Bmal1* KO ESCs. 

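RNA extracted with Trizol from undifferentiated mouse ESCs was depleted of ribosomal RNA and sequenced as 2 libraries of WT and 2 libraries of *Bmal1* KO cells. The KO cells carry a frameshift deletion in *Arntl*, the gene for BMAL1. The FPKM of *Arntl* was 6.05 and 6.29 in WT replicates 1 and 2 and 5.95 and 5.92 in KO replicates 1 and 2. The log2 fold change of KO against WT was -0.06 (standard error 0.10, adjusted p = 0.750 from limma with Benjamini-Hochberg adjustment; 0.602 with the replicate number as a block). The authors aligned the reads to GRCm38 and deposited, for each library, the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) that Cufflinks estimated for 19645 features. Of these features, 1935 carry no gene symbol. FPKM are estimates from which read numbers cannot be recovered, so the depth of the libraries is unknown and no counting error is given. The median FPKM of a feature was 2.32 in both WT libraries and 2.47 and 2.41 in the KO libraries. Features without a symbol made up 26.8% and 37.3% of the summed FPKM in WT replicates 1 and 2 and 19.0% and 18.1% in KO replicates 1 and 2. On the log2 scale, after adding 0.1 to each FPKM, Pearson's r across features was 0.987 between the WT replicates and 0.986 between the KO replicates; features are not independent replicates. A difference of more than 2-fold separated the WT replicates at 286 features and the KO replicates at no more than that. For the 4 pairs of a WT and a KO library the number was 878 to 994. The 12990 features with a mean FPKM of at least 0.5 over the 4 libraries were tested with limma. A feature was called when its adjusted p was under 0.05 and its change was greater than 2-fold, the thresholds of the paper. With 2 libraries per group, the smallest p of a two-sided exact permutation test of a single gene is 0.333. The limma test therefore rests on the variance shared across features, whose median SD between replicates was 0.12 on the log2 scale.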

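Of the tested features, 353 were called up-regulated and 185 down-regulated in *Bmal1* KO ESCs, and 1618 had an adjusted p under 0.05 with any size of change. Features without a gene symbol made up 27 of the up-regulated and 46 of the down-regulated calls. Both KO libraries lay above both WT libraries at 3512 tested features and below them at 4121, together 58.8% of features, where chance gives 33.3% for 2 libraries against 2. The setting that moved the calls most was a pseudocount of 1 in place of 0.1, which left 146 up-regulated and 85 down-regulated features. When the replicate number was added to the model as a block, 392 features were called up-regulated and 240 down-regulated, among them 352 and 185 of the calls made without it, and 4052 features had an adjusted p under 0.05. The difference between replicates 1 and 2 in WT was correlated across features with that in KO, with a Pearson's r of 0.071 and a Spearman's rho of 0.387, and features are not independent replicates. Table S1 as read here holds 588 rows, and the 4 FPKM values of each row are identical to the deposited ones. Of these rows, 509 passed the FPKM minimum, 508 of them changed in the direction that Table S1 gives, and 409 were called (304 up-regulated and 105 down-regulated). The other 129 calls, 49 up-regulated and 80 down-regulated, are not in Table S1 as read here. That copy lists 430 up-regulated and 158 down-regulated genes, against the 444 and 197 that the paper states. Some of the 129 may therefore be genes that the copy lacks. With the pseudocount of 0.1, the 3 largest rises among the called genes with separated groups were those of *Ddx3y*, *Eif2s3y* and *Mest*. *Ddx3y*, *Eif2s3y* and *Uty* have paralogs on chromosome X, so the share of reads between the copies is uncertain. *Ddx3y* (ENSMUSG00000069045.11, chromosome Y from 1260715 to 1286620) had 0.319 ± 0.119 FPKM in WT and 18.5 ± 2.96 in KO (SD, n = 2), a log2 fold change of 5.49 (standard error 0.24, adjusted p = 0.00115; 0.000673 with the block). *Eif2s3y* (ENSMUSG00000069049.11, chromosome Y from 1008507 to 1028958) rose from 1.72 ± 0.451 to 48.8 ± 6.03 FPKM, a log2 fold change of 4.76 (standard error 0.19, adjusted p = 0.00115; 0.000621 with the block). *Uty* (ENSMUSG00000068457.14, chromosome Y from 1096901 to 1245756) had 0.103 ± 0.00946 FPKM in WT and 4.37 ± 1.12 in KO (SD, n = 2), a log2 fold change of 4.44 (standard error 0.27, adjusted p = 0.00169; 0.00216 with the block). *Pip*, on chromosome 6 from 41774482 to 41856322, lies in a feature longer than the annotated gene, so its value is uncertain. It was listed at 0 and 0.439 FPKM in the WT libraries and had 3.63 ± 0.0886 FPKM in KO. Its adjusted p of 0.0257 ranged from 0.00485 to 0.0804 across settings. With the pseudocount of 0.1 the largest fall was that of *Grp*, but *Rab25* and *Tmem40* fell more with a pseudocount of 1, and *Gm35612* with a pseudocount of 0.01 and with FPKM summed by symbol. *Grp* (ENSMUSG00000024517.17, chromosome 18 from 65863383 to 65890671) fell from 2.72 ± 1.96 to 0.0716 ± 0.101 FPKM (SD, n = 2), a log2 fold change of -3.98 (standard error 0.65, adjusted p = 0.0184 from limma; 0.00313 with the block). The feature of *Grp* is also longer than the annotated gene, from 65872820 to 65886596, so its value is uncertain. *Gm35612* (chromosome X from 50537389 to 50635321) was listed at 0 in both KO libraries and had 1.28 ± 0.690 FPKM in WT (SD, n = 2; adjusted p = 0.0106, 0.00968 with the block). *Tmem40* (ENSMUSG00000059900.14, chromosome 6 from 115729137 to 115762466) had 12.3 ± 0.1000 FPKM in WT and 1.79 ± 0.0994 in KO (SD, n = 2), a log2 fold change of -2.72 (standard error 0.11, adjusted p = 0.00115; 0.00104 with the block). *Rab25* (ENSMUSG00000008601.12, chromosome 3 from 88542029 to 88548279) had 13.4 ± 0.332 FPKM in WT and 2.00 ± 0.418 in KO (SD, n = 2), a log2 fold change of -2.71 (standard error 0.16, adjusted p = 0.00169; 0.00166 with the block). *Dpp4* (ENSMUSG00000035000.8, chromosome 2 from 62330073 to 62412231) had 3.90 ± 0.487 FPKM in WT and 0.582 ± 0.0273 in KO (SD, n = 2), a log2 fold change of -2.55 (standard error 0.18, adjusted p = 0.00254; 0.00237 with the block).

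**Figure D2:**
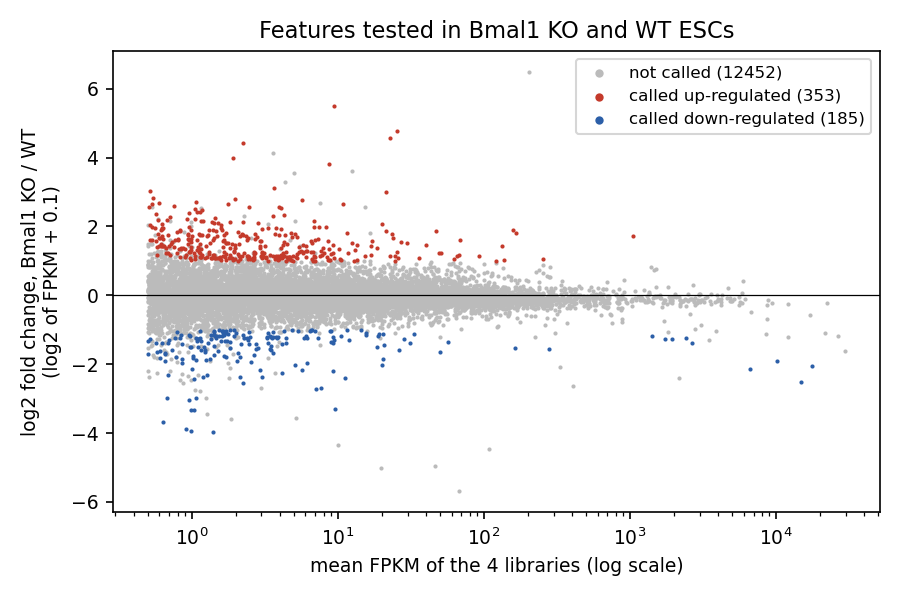
Log2 fold change of *Bmal1* KO against WT (y-axis, from FPKM with 0.1 added) against the mean FPKM of the 4 libraries (x-axis, log scale) for each tested feature. Red points are the 353 features called up-regulated, blue points the 185 called down-regulated and grey points the features not called.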

We identified 444 up-regulated and 197 down-regulated genes that were significantly changed with a difference in abundance greater than twofold in the absence of BMAL1 (Fig 6A and Table S1). 

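Developmental transcription factor and ligand families (among them Sox, Pax, Gata, Fox, Tbx, Wnt, Fgf, Bmp and Hox genes), listed by symbol, held 230 genes, of which 76 were tested. Of these, 18 were called, 23.7% of the family against 3.89% of the 11944 tested features with a symbol, an odds ratio of 7.93 (two-sided Fisher's exact test, p = 4.72e-10). The family held 13 up-regulated calls (odds ratio 7.62, p = 1.19e-07) and 5 down-regulated calls (odds ratio 6.17, p = 0.00189 from the same exact test). In the family, 25 genes had an adjusted p under 0.05, 17 of them higher and 8 lower in KO, and 35 did when the adjustment covered the family alone. With a pseudocount of 1, 8 genes of the family were called. The exact test did not match the family on expression, so low values may add to the odds ratio. Against 10000 random lists matched on expression, whose median SD of log2 fold changes was 0.61, the SD of the family, 0.90, was larger than in 99.1%. With the pseudocount of 0.1 *Sox1* had the largest rise of the family and *Meis2* the largest fall. *Neurod1* and *Meis2* were chosen for report after their values were seen. *Neurod1* (ENSMUSG00000034701.9, chromosome 2 from 79452641 to 79456868) rose from 0.470 ± 0.0669 to 2.37 ± 0.497 FPKM (SD, n = 2), a log2 fold change of 2.11 (standard error 0.24, adjusted p = 0.00746 from limma; 0.00474 with the replicate block). *Meis2* (ENSMUSG00000027210.20, chromosome 2 from 115861264 to 116067431) fell from 4.89 ± 0.0384 to 1.02 ± 0.125 FPKM (SD, n = 2), a log2 fold change of -2.17 (standard error 0.16, adjusted p = 0.00256; 0.00235 with the block). The called genes *Foxi3* and *Gata2* lie on chromosome 6 in the segment from *Eif2ak3* to *Gata2*, where most genes were higher in KO, although the 6 features before *Gata2* had a median of -0.05. Both lost their call with a pseudocount of 1, and *Gata2* also with no filter and without a trend. Without the genes of that segment 16 of 74 were called (odds ratio 7.55, p = 6.95e-09 from Fisher's exact test).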

Remarkably, Gene Ontology (GO) analysis of these misregulated genes upon *Bmal1* depletion showed enrichment for differentiation processes (Fig 6B). 

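The FPKM of *Tead4* (ENSMUSG00000030353.15, chromosome 6 from 128224295 to 128300913) was 4.41 ± 0.472 in WT and 10.9 ± 0.580 in *Bmal1* KO ESCs (SD, n = 2), a log2 fold change of 1.29 (standard error 0.12, adjusted p = 0.00480 from limma; 0.00197 with the replicate block). *Mest* (ENSMUSG00000051855.15) had 1.74 ± 0.257 FPKM in WT and 43.7 ± 1.01 in KO (SD, n = 2), a log2 fold change of 4.58 (standard error 0.12, adjusted p = 0.000518; 0.000621 with the block). The files give *Mest* and its neighbour *Copg2* the same coordinates, chromosome 6 from 30733506 to 30896794, whereas the annotation places *Mest* from 30723547 to 30748465 and *Copg2* from 30747554 to 30896794. The share of reads between the 2 genes is therefore uncertain. *Copg2* rose from 15.0 ± 0.759 to 26.5 ± 1.85 FPKM (SD, n = 2), a log2 fold change of 0.81 (standard error 0.09, adjusted p = 0.00745; 0.00185 with the block). *Eomes* (ENSMUSG00000032446.14, chromosome 9 from 118478189 to 118486731) had 2.23 ± 0.0284 FPKM in WT and 0.619 ± 0.220 in KO (SD, n = 2), a log2 fold change of -1.73 (standard error 0.27, adjusted p = 0.0154; 0.0107 with the block). *Snai3* (ENSMUSG00000006587.6, chromosome 8 from 122454202 to 122460708) had 4.64 ± 0.857 FPKM in WT and 1.95 ± 0.633 in KO (SD, n = 2), a log2 fold change of -1.23 (standard error 0.25, adjusted p = 0.0327; 0.00551 with the block). Each of the 4 genes passed both thresholds. In each both KO libraries lay on the same side of both WT libraries. The adjusted p of *Snai3* was 0.0807 with no filter on low values and 0.0701 without a trend in limma's variance model. Across settings it ranged from 0.00551 to 0.0807. The log2 fold change of *Snai3* was -0.94 with a pseudocount of 1 and -0.91 without KO replicate 2, below a 2-fold change. With a pseudocount of 1, with no filter and without a trend, 3 of the 4 genes were called.

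**Figure D3:**
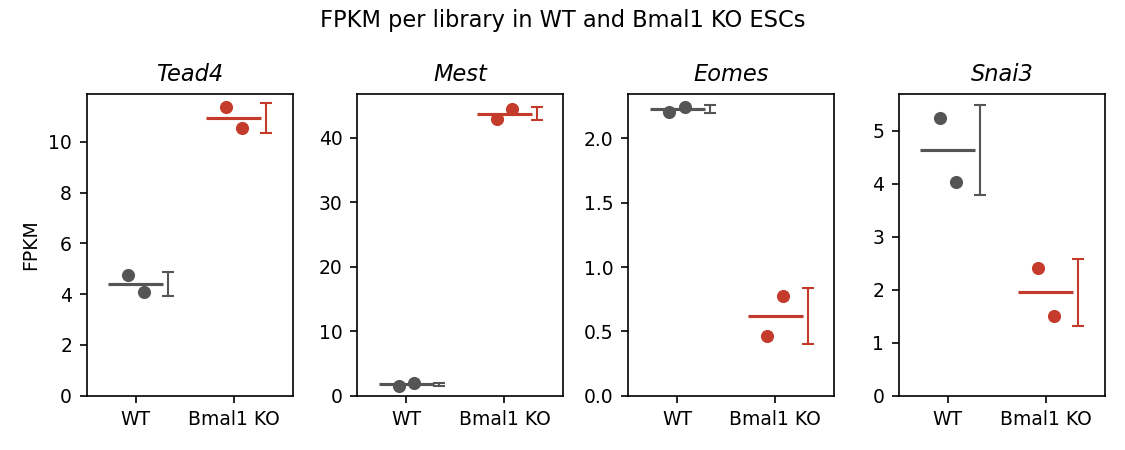
FPKM (y-axis) of *Tead4*, *Mest*, *Eomes* and *Snai3* in each WT and *Bmal1* KO library, with each gene on its own scale from 0. Points are single libraries, horizontal lines are means and error bars are ± SD (n = 2); the points of *Tead4* and *Mest* sit higher in KO and those of *Eomes* and *Snai3* lower.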

To validate these results, we performed RT-qPCR analysis of a number of up-regulated (e.g., *Tead4* and *Mest*) and down-regulated (e.g., *Eomes* and *Snai3*) early cell fate markers upon *Bmal1* KO in ESCs (Fig 6C and D). Moreover, gene set enrichment analysis (GSEA) also identified the up-regulation of gene signatures related to stem cell differentiation in the absence of BMAL1 function when compared with their wild-type counterparts (Fig 6E). Thus, these results suggest that *Bmal1* depletion leads to transcriptional changes in genes related to developmental processes by direct or indirect mechanisms, which is in line with our results showing the requirement of this circadian master regulator for proper cellular differentiation of ESCs. Indeed, we observed that depletion of *Bmal1* led to a significant deregulation of genes related to the three embryo germ layers (i.e., endoderm, ectoderm, and mesoderm) in ESCs, whereas housekeeping genes remained unaltered (Fig 6F). 

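Across the 76 tested genes of the developmental families, 37 were higher and 39 lower in *Bmal1* KO, and in 33 both KO libraries lay above both WT libraries and in 28 below them (33.3% by chance for both directions together). Their median log2 fold change was -0.01, higher than 36.5% of 10000 lists of genes matched on expression, and it was 0.12 with no filter on low values, where camera passed an unadjusted p of 0.05, and 0.01 with median-of-ratios scaling. The competitive gene set test camera of limma, adjusted over 14 gene lists, gave an adjusted p = 0.363 (0.564 with the replicate block). The log2 fold changes of the families had an SD of 0.90, larger than in 99.1% of the matched lists, whose median SD was 0.61.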

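The germ layer markers that Figs 4F and 5F name are 12 genes, of which 6 passed the FPKM minimum, 3 of them ectoderm markers, 2 mesoderm markers and 1 an endoderm marker. *Sox1* (ENSMUSG00000096014.1, chromosome 8 from 12385771 to 12436732) rose from 1.35 ± 0.0470 FPKM in WT to 7.26 ± 0.492 in KO (SD, n = 2), a log2 fold change of 2.34 (standard error 0.13, adjusted p = 0.00169 from limma; 0.00153 with the replicate block). Here and elsewhere the coordinates are those of the feature, which can reach beyond the annotated gene. *Otx2* (ENSMUSG00000021848.16, chromosome 14 from 48657621 to 48667644) fell from 10.4 ± 0.668 to 6.04 ± 0.0344 FPKM (SD, n = 2), a log2 fold change of -0.78 (standard error 0.10, adjusted p = 0.00990; 0.00414 with the block). *Nes* (ENSMUSG00000004891.16, chromosome 3 from 87971093 to 87980451) had 0.704 ± 0.0419 FPKM in WT and 1.34 ± 0.0217 in KO (SD, n = 2), a log2 fold change of 0.85 (standard error 0.21, adjusted p = 0.0541; 0.0433 with the block). Its adjusted p ranged from 0.0214 to 0.0938 across settings. The endoderm marker *Gata4* (ENSMUSG00000021944.15, chromosome 14 from 63198915 to 63245260) had 0.580 ± 0.0277 FPKM in WT and 0.487 ± 0.0591 in KO (SD, n = 2), a log2 fold change of -0.22 (standard error 0.28, adjusted p = 0.653; 0.599 with the block). *Mest*, *Sox1* and *Eomes* were called. Over all features 4 of the 6 had an adjusted p under 0.05, and over the markers alone 5 did. The log2 fold changes of the 6 markers had an SD of 2.31, larger than in 99.99% of 10000 expression-matched lists, whose median SD was 0.52. That SD includes *Mest* at 4.58, whose share of reads with *Copg2* is uncertain, and it was not computed without *Mest*. The median of the 6 markers was 0.31 (adjusted p = 0.363 from camera; 0.546 with the block), and 0.85 with a mean FPKM of at least 1. For comparison, 25 reference genes such as *Gapdh* and *Actb* had a median log2 fold change of 0.02 (adjusted p = 0.623 from camera; 0.616 with the block), higher than 98.5% of expression-matched lists, and it was 0.09 with quantile normalization. Their SD was 0.63, larger than in 94.1% of matched lists. Of these genes, 2 had an adjusted p under 0.05, over all features and over the list alone, and these were *B2m* and *Actb*. *B2m* (ENSMUSG00000060802.8) was called, with 4.71 ± 0.866 FPKM in WT and 38.2 ± 1.72 in KO (SD, n = 2), a log2 fold change of 3.01 (standard error 0.14, adjusted p = 0.00119; 0.00130 with the block). The files give it the same coordinates as *Patl2*, chromosome 2 from 122120108 to 122186189, so its value is uncertain. *Actb* (ENSMUSG00000029580.14, chromosome 5 from 142903118 to 142906754) had 771 ± 23.7 FPKM in WT and 1047 ± 32.7 in KO (SD, n = 2), a log2 fold change of 0.44 (standard error 0.08, adjusted p = 0.0229; 0.00618 with the block). The adjusted p of *Actb* ranged from 0.00618 to 0.0632 across settings. The 80 tested ribosomal protein genes had a median of -0.15 (adjusted p = 9.05e-05 from camera; 0.000441 with the block), with 6 higher and 74 lower in KO, but 0.07 with quantile normalization. From the changes in developmental genes the paper proposes that depletion of *Bmal1* alters the transcription of genes related to developmental processes, directly or indirectly. It then reports altered germ layer genes beside unaltered housekeeping genes.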

Importantly, in spite of these global transcriptional changes, the GSEA analysis further confirmed the pluripotent cell identity of *Bmal1* KO ESCs denoted by no significant changes in the expression of ESC-enriched genes as well as targets of the core pluripotency regulators POU5F1 (OCT4), SOX2, and NANOG (OSN) (Fig S3A). 

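A list of 35 genes of the pluripotent state was written from gene symbols, and the gene sets of Fig S3A were not used here. The list had a median log2 fold change of -0.10, higher than 17.6% of 10000 expression-matched lists (adjusted p = 0.235 from camera; 0.278 with the replicate block). The largest move among the settings with all 4 libraries was to -0.06 with quantile normalization. None of the 35 was called, 13 had an adjusted p under 0.05 (4 higher and 9 lower in KO), and 17 did when the adjustment covered the list alone. The log2 fold changes ran from -0.56 to 0.74. *Nanog* (ENSMUSG00000012396.12, chromosome 6 from 122707489 to 122714633) had 204 ± 4.70 FPKM in WT and 179 ± 0.0721 in KO (SD, n = 2), a log2 fold change of -0.18 (standard error 0.07, adjusted p = 0.143 from limma; 0.0231 with the block). *Sox2* (ENSMUSG00000074637.7, chromosome 3 from 34560381 to 34678094) had 286 ± 12.9 FPKM in WT and 238 ± 1.01 in KO (SD, n = 2), a log2 fold change of -0.26 (standard error 0.07, adjusted p = 0.0754; 0.0140 with the block). *Zfp42* (ENSMUSG00000051176.6, chromosome 8 from 43295067 to 43307009) had 722 ± 32.96 FPKM in WT and 622 ± 16.3 in KO (SD, n = 2), a log2 fold change of -0.21 (standard error 0.08, adjusted p = 0.139; 0.0277 with the block). *Klf4* and *Nr0b1* were chosen from the list after their values were seen. *Klf4* (ENSMUSG00000003032.8, chromosome 4 from 55527137 to 55532475) had 56.7 ± 2.46 FPKM in WT and 41.1 ± 0.266 in KO (SD, n = 2), a log2 fold change of -0.46 (standard error 0.07, adjusted p = 0.0177; 0.00371 with the block). The adjusted p of *Klf4* ranged from 0.00371 to 0.0582 across settings. *Nr0b1* (ENSMUSG00000025056.4, chromosome X from 86191775 to 86195946) had 125 ± 3.05 FPKM in WT and 182 ± 7.75 in KO (SD, n = 2), a log2 fold change of 0.54 (standard error 0.07, adjusted p = 0.0109; 0.00232 with the block).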

Taken together, our data suggest that BMAL1 loss may influence the differentiation potential of ESCs in vitro by altering the expression of early specification genes of the three germ layers in pluripotent cells.

Table S1 RNA-seq *Bmal1* KO misregulated genes.

**Figure 6.**
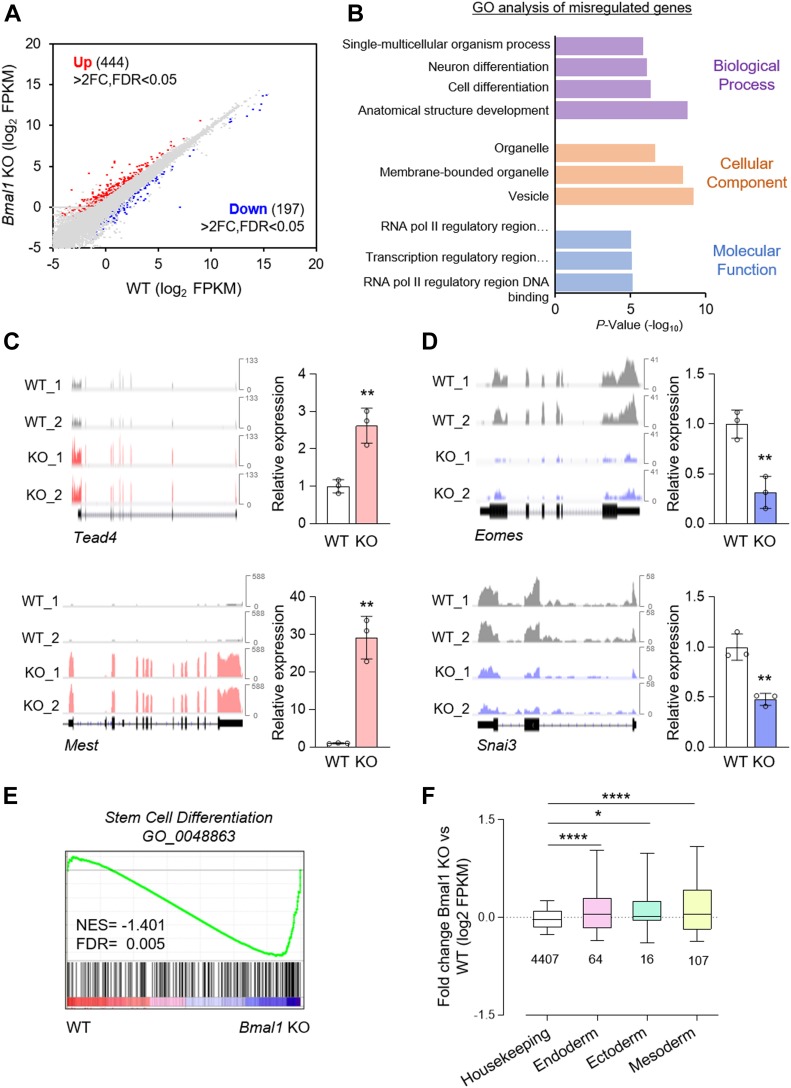
*Bmal1* participates in the regulation of cell differentiation transcriptional programs in embryonic stem cells (ESCs). **(A)** Scatter plot of gene expression (in log_2_ FPKM) in *Bmal1* KO versus wild-type (WT) control ESCs determined by RNA-seq. Biological duplicates were analysed. Genes significantly (false discovery rate [FDR] < 0.05) up-regulated and down-regulated more than twofold are shown in red and blue, respectively. **(B)** Gene Ontology (GO) analysis of genes misregulated in *Bmal1* KO ESCs. The x-axis corresponds to the negative log_10_ *P*-values. **(C)** (Left panel) Integrative genome viewer representation of RNA-seq reads for representative up-regulated genes in *Bmal1* KO cells. (Right panel) RT-qPCR analysis validating the RNA-seq results (n = 3). **(D)** (Left panel) Integrative genome viewer representation of RNA-seq reads for representative down-regulated genes in *Bmal1* KO cells. (Right panel) RT-qPCR analysis validating the RNA-seq results (n = 3). **(E)** Gene set enrichment analysis from WT and *Bmal1* KO RNA-seq data against a stem cell differentiation gene set. Normalized enrichment score (NES) and FDR are shown. **(F)** Fold RNA expression changes of the indicated gene categories in WT and *Bmal1* KO ESCs. The number of genes included in each category is indicated. Whiskers extend to the 10^th^–90^th^ percentile range. In (C, D), data are shown as mean ± SD. Two-tailed unpaired *t* test was performed. ****P < 0.0001, **P < 0.01, *P < 0.05. Source data are available for this figure.

**Figure S3.**
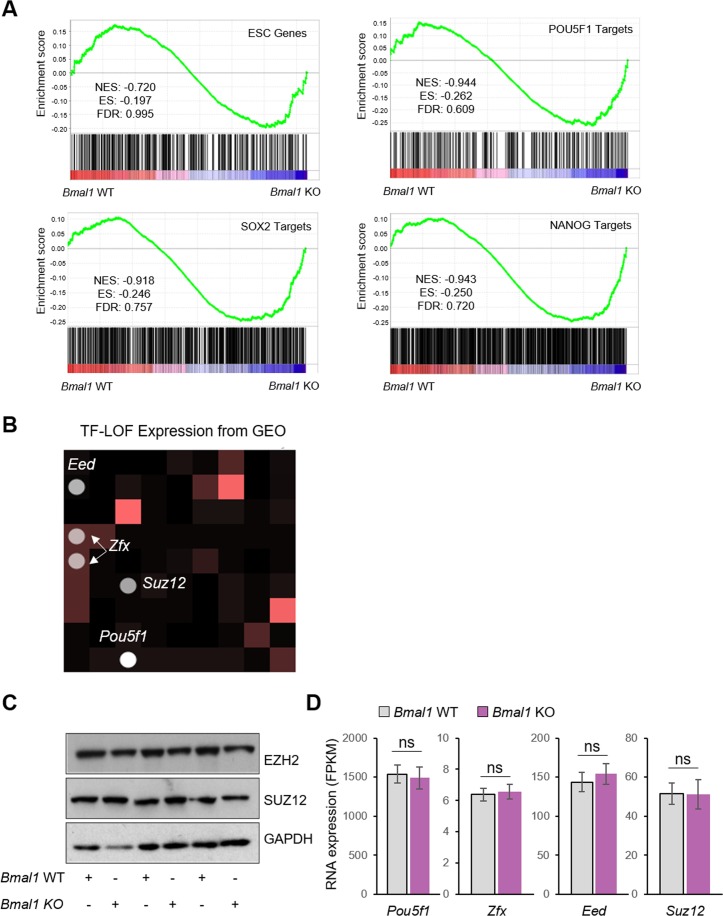
Comparative analysis between BMAL1 and other pluripotency regulators in transcriptional control of ESCs. **(A)** Gene set enrichment analysis of the RNA-seq data from wild-type (WT) and KO *Bmal1* embryonic stem cells (ESCs). Sets of the ESC-enriched genes (Ben-Porath et al, 2008) and the targets of the pluripotency markers POU5F1, SOX2, and NANOG (Ang et al, 2011; Lee et al, 2012) were used. **(B)** Grid highlighting the transcription factors (TFs) whose depletion leads to the more significant associated differential expression after their perturbation to *Bmal1* KO. **(C)** Western blot of Polycomb proteins (EZH2 and SUZ12) in *Bmal1* WT and KO ESCs. GAPDH was used as a loading control. **(D)** RNA expression of the indicated genes in *Bmal1* WT and KO ESCs detected by RNA-seq. Bars represent mean ± SD. Two-tailed unpaired *t* test was performed. FPKM, fragments per million mapped reads; ns, not significant.

### BMAL1 supports glycolytic metabolism in ESCs

To understand how BMAL1 orchestrates transcriptional programs involved in proper cell differentiation in vitro, we next compared the gene expression changes after *Bmal1* depletion in ESCs with those caused by loss-of-function of other transcription regulators using the Network2Canvas computational tool (Tan et al, 2013). Interestingly, we found a close correlation of the transcriptional changes in the absence of BMAL1 with those upon depletion of the master pluripotency regulator POU5F1 (Kim et al, 2015) as well as other pluripotent regulators related with differentiation and/or cellular metabolism, including ZFX (Galan-Caridad et al, 2007; Chen et al, 2008) and Polycomb members (i.e., EED and SUZ12) (Brookes et al, 2012; Di Croce & Helin, 2013) (Fig S3B). These results, together with the observation that the expression of these factors was not altered upon *Bmal1* depletion in mouse ESCs (Figs 2B and S3C and D), suggest the existence of common pathways regulated by this set of factors and BMAL1. Indeed, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the misregulated genes in *Bmal1* KO ESCs revealed an enrichment in metabolic-associated processes (Fig S4A). 

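*Pou5f1* (ENSMUSG00000024406.16, chromosome 17 from 35506032 to 35510777) had 1538 ± 115 FPKM in WT and 1489 ± 141 in *Bmal1* KO ESCs (SD, n = 2), a log2 fold change of -0.05 (standard error 0.11, adjusted p = 0.799 from limma; 0.558 with the replicate block), and the change was 0.07 with quantile normalization. *Zfx* (ENSMUSG00000079509.10, chromosome X from 94074631 to 94123917) had 6.39 ± 0.395 FPKM in WT and 6.57 ± 0.462 in KO (SD, n = 2), a log2 fold change of 0.04 (standard error 0.11, adjusted p = 0.846; 0.699 with the block). *Eed* (ENSMUSG00000030619.9, chromosome 7 from 89954654 to 89981253) had 144 ± 12.5 FPKM in WT and 154 ± 13.2 in KO (SD, n = 2), a log2 fold change of 0.10 (standard error 0.10, adjusted p = 0.536; 0.0766 with the block). *Suz12* (ENSMUSG00000017548.15, chromosome 11 from 79993106 to 80034123) had 51.5 ± 5.47 FPKM in WT and 51.2 ± 7.51 in KO (SD, n = 2), a log2 fold change of -0.01 (standard error 0.13, adjusted p = 0.963; 0.844 with the block), and the change was 0.02 with quantile normalization and 0.01 with median-of-ratios scaling. Of these 4 genes, 0 were called and 0 had an unadjusted p under 0.05. In each of them the ranges of the WT and KO libraries overlapped.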

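KEGG annotation was not used here, and the called genes were tested against the mouse Reactome pathways instead. Of the tested genes, 4118 belong to a Reactome pathway, and 134 of these were called. These 4118 genes were the background, whereas the paper's reference list was all mouse genes, so the tests are unlike. Among 785 pathways of 10 to 500 tested genes, 0 had an adjusted p under 0.05 by Fisher's exact test and 26 had an unadjusted p under 0.05. The smallest adjusted p was 0.778. For the 101 up-regulated genes, 0 pathways passed and 25 had an unadjusted p under 0.05. Their smallest adjusted p, 0.120, belonged to the cell cycle pathway, with 1 called gene of 458 (odds ratio 0.0779). For the 33 down-regulated genes, 0 passed and 4 had an unadjusted p under 0.05. The pathway that collects all metabolism held 1031 tested genes, of which 29 were called, 2.81% against 3.25% of all genes with a pathway (odds ratio 0.822, two-sided Fisher's exact test, p = 0.417). It held 21 of the up-regulated genes (odds ratio 0.782, p = 0.354 from the same exact test) and 8 of the down-regulated genes (odds ratio 0.958, p = 1).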

Notably, among the most differentially expressed genes (false discovery rate [FDR] > 0.05 and fold change > 2), we found 19 down-regulated and 49 up-regulated metabolism-related genes in *Bmal1*-depleted cells (Fig S4B). 

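Fig S4B names 48 up-regulated and 19 down-regulated genes as read from the figure, of which 43 and 18 passed the FPKM minimum. In KO, 39 of the 43 were called up-regulated and 13 of the 18 down-regulated, with a median log2 fold change of 1.29 and -1.25. When the adjustment covered each list alone, 42 and 18 had an adjusted p under 0.05; as the lists are the paper's own calls on these libraries, this shows no stability. With the replicate block 55 of the genes were called in place of 52, and with a pseudocount of 1 only 28 were. *Hk2* (ENSMUSG00000000628.10, chromosome 6 from 82725027 to 82774454) had 30.1 ± 0.881 FPKM in WT and 71.3 ± 3.02 in KO (SD, n = 2), a log2 fold change of 1.24 (standard error 0.08, adjusted p = 0.00169 from limma; 0.000839 with the block). *Hk2* and 4 other up-regulated genes, *Ggcx*, *Mogs*, *Nagk* and *Spr*, lie in a run of neighbouring genes on chromosome 6 whose median log2 fold change was 0.88. That run holds 11.6% of the tested up-regulated genes of Fig S4B and 102 of the 11944 tested features with a symbol.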

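Fig 7A shows 37 genes of the tricarboxylic acid (TCA) cycle and of mitochondrial complexes I to V, and 36 of them passed the FPKM minimum. All 36 were higher in KO, with both KO libraries above both WT libraries in each, where chance separates the groups in 33.3% of genes, counting both directions. Fig 7A is itself drawn from these libraries. Their log2 fold changes ran from 0.10 to 0.95 with a median of 0.22. None was called, 6 had an adjusted p under 0.05, and 10 did when the adjustment covered the 36 alone. *Suclg1* (ENSMUSG00000052738.14, chromosome 6 from 73248505 to 73276907), which lies in the run of higher genes on chromosome 6 that also holds *Hk2*, had 41.9 ± 1.91 FPKM in WT and 81.2 ± 1.95 in KO (SD, n = 2), a log2 fold change of 0.95 (standard error 0.08, adjusted p = 0.00332 from limma; 0.00166 with the replicate block). *Idh2* (ENSMUSG00000030541.16, chromosome 7 from 80024798 to 80115350) had 51.2 ± 0.294 FPKM in WT and 87.1 ± 3.48 in KO (SD, n = 2), a log2 fold change of 0.76 (standard error 0.07, adjusted p = 0.00522; 0.00161 with the block). *Cox7b2* (ENSMUSG00000049387.10, chromosome 5 from 71442823 to 71548205) had 0.775 ± 0.0536 FPKM in WT and 1.55 ± 0.187 in KO (SD, n = 2), a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.0449; 0.0302 with the block). The adjusted p of *Cox7b2* ranged from 0.0298 to 0.0877 across settings. *Atp6v0d1* (ENSMUSG00000013160.7, chromosome 8 from 105524470 to 105566040) had 57.7 ± 2.62 FPKM in WT and 79.6 ± 1.11 in KO (SD, n = 2), a log2 fold change of 0.46 (standard error 0.07, adjusted p = 0.0172; 0.00333 with the block). *Atp6v1d* (ENSMUSG00000021114.9, chromosome 12 from 78842973 to 78888400) had 53.5 ± 2.28 FPKM in WT and 72.1 ± 1.49 in KO (SD, n = 2), a log2 fold change of 0.43 (standard error 0.07, adjusted p = 0.0213; 0.00356 with the block). *Atp6v1e1* (ENSMUSG00000019210.10, chromosome 6 from 120795244 to 120822685) had 54.7 ± 0.598 FPKM in WT and 71.6 ± 1.31 in KO (SD, n = 2), a log2 fold change of 0.39 (standard error 0.07, adjusted p = 0.0234; 0.00447 with the block). Across settings the adjusted p ranged from 0.00333 to 0.0586 for *Atp6v0d1*, from 0.00356 to 0.0675 for *Atp6v1d* and from 0.00447 to 0.0727 for *Atp6v1e1*.
The complete families, listed by symbol, changed less than the genes shown. The 27 TCA genes had a median log2 fold change of 0.11 (adjusted p = 0.00435 from camera; 0.000465 with the block), higher than 99.97% of 10000 expression-matched lists, with 23 higher in KO and 2 with an adjusted p under 0.05, over all features and over the family alone. The 37 genes of complex I had a median of 0.05 (adjusted p = 0.2002 from camera; 0.0501 with the block), the 4 of complex II 0.05 (adjusted p = 0.443; 0.278 with the block) and the 9 of complex III 0.04 (adjusted p = 0.871; 0.792 with the block). These medians were higher than 99.99%, 88.6% and 98.1% of the matched lists, and with quantile normalization they were 0.12, 0.10 and 0.10. The 15 genes of complex IV had a median of -0.02 (adjusted p = 0.750 from camera; 0.727 with the block), higher than 87.0% of the matched lists, which was 0.16 with quantile normalization and 0.05 with a mean FPKM of at least 1. The 17 ATP synthase genes, which form complex V, had a median of 0.01 (adjusted p = 0.871 from camera; 0.833 with the block), higher than 98.8% of the matched lists, which was 0.11 with quantile normalization. The matched lists take genes as independent of each other, whereas camera allows for a correlation between them. The complex V group of Fig 7A lists no ATP synthase gene and 8 genes of the vacuolar ATPase. The 19 tested vacuolar ATPase genes had a median of 0.25 (adjusted p = 0.000657 from camera; 3.53e-05 with the block), with 16 higher in KO. In this family 5 had an adjusted p under 0.05 over all features, 4 of them higher and 1 lower in KO, and 10 over the family alone. The only called gene of the family was the lower one, *Atp6v0a4*, at the edge of the 2-fold threshold; its feature is merged with that of *D630045J12Rik*, so its value is uncertain. *Atp6v0a4* (ENSMUSG00000038600.12, chromosome 6 from 38048483 to 38254265) had 2.48 ± 0.00371 FPKM in WT and 1.19 ± 0.0594 in KO (SD, n = 2), a log2 fold change of -1.00002 (standard error 0.16, adjusted p = 0.0177; 0.0138 with the block). The 17 glycolysis genes had a median of -0.07 (adjusted p = 0.871 from camera; 0.792 with the block), which was 0.08 with quantile normalization. Among them *Hk2* was called, and *Ldha* (ENSMUSG00000063229.15, chromosome 7 from 46845804 to 46855629) fell from 883 ± 7.74 to 595 ± 11.3 FPKM (SD, n = 2), a log2 fold change of -0.57 (standard error 0.07, adjusted p = 0.00989 from limma; 0.00335 with the block).

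**Figure D4:**
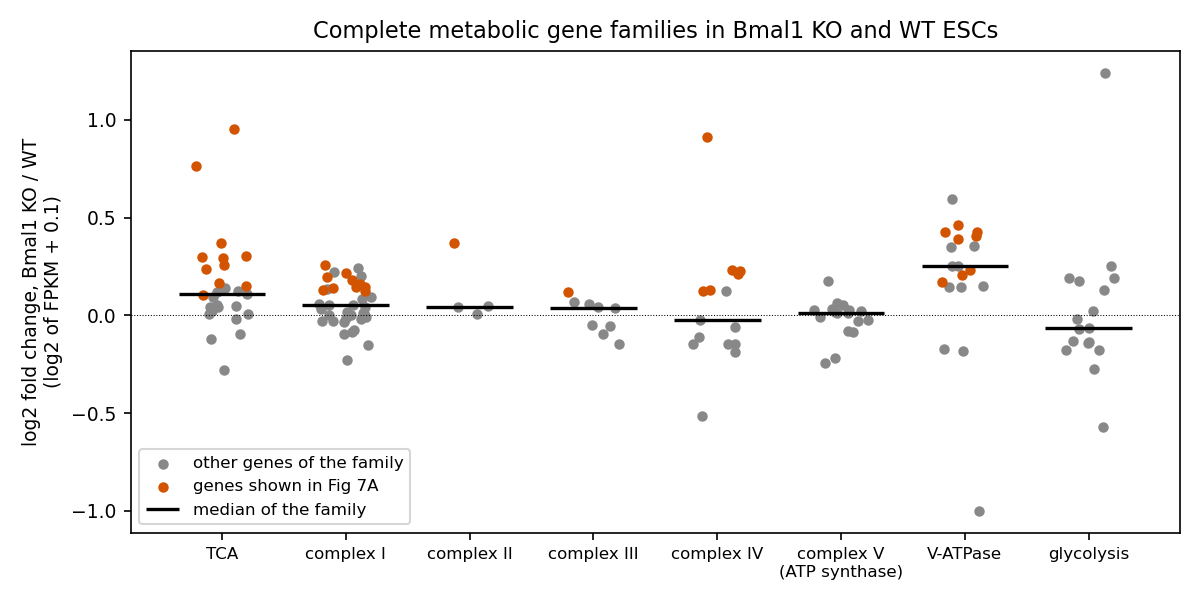
Log2 fold change of *Bmal1* KO against WT (y-axis, from FPKM with 0.1 added) of each tested gene of 8 metabolic families (x-axis), with genes that Fig 7A shows in orange, other genes in grey and the family median as a line. The medians run from -0.07 for glycolysis to 0.25 for the vacuolar ATPase, and those of glycolysis and complex IV, below 0 here, are 0.08 and 0.16 with quantile normalization.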

In particular, we observed that BMAL1 loss influences the expression of several genes related with mitochondrial complex I–V and the tricarboxylic acid cycle or Krebs cycle (Figs 7A and S4C). Collectively, our results show that BMAL1 contributes to the proper transcriptional landscape regulation of pluripotent cells and that its depletion leads to the deregulation of metabolism-related transcriptional pathways. Changes in metabolic activity are closely linked to the exit of pluripotency, partly by influencing the epigenome during cell commitment (Cliff & Dalton, 2017; Dahan et al, 2019). Thus, we speculated that *Bmal1* depletion can alter early cell differentiation potential through changes in the expression of metabolic gene networks that govern the balance between glycolytic and oxidative phosphorylation (OXPHOS) activity. In agreement with our hypothesis, we found that *Bmal1* KO cells showed reduced basal glycolysis compared with WT cells (Fig 7B). Conversely, depletion of *Bmal1* in ESCs led to an increase in the basal oxygen consumption rate (OCR) (Fig 7C). Thus, we observed a metabolic switch in ESCs caused by *Bmal1* depletion, which was translated into a more oxidative versus glycolytic use of glucose in *Bmal1* KO ESCs compared with WT ones (Fig 7D). Although there is usually a tight coupling between electron transport and ATP synthesis, under certain conditions, protons can re-enter the mitochondrial matrix with no contribution to ATP generation, in a process known as mitochondrial uncoupling or proton leak (Cadenas, 2018). Indeed, we observed that the increase of basal oxidative metabolism in cells lacking BMAL1 (Fig S4D) was accompanied by an increase in proton leak (Fig 7E) and a reduction in the coupling efficiency of mitochondria (Fig S4E). Although the exact link between proton leak and mtROS production is controversial, it is now clear that there is a mutual connection between these two processes (Nanayakkara et al, 2019). To interrogate the effect of *Bmal1* depletion on the production of mtROS species, we stained WT and *Bmal1* KO ESCs with MitoSOX Red. Interestingly, we observed that ESCs lacking BMAL1 displayed a significant increase in mtROS levels compared with WT cells (Figs 7F and G and S4F). Collectively, these findings show that BMAL1 is required for proper metabolic dynamics and mitochondrial function of pluripotent ESCs. Taking into account that the balance between glycolysis and OXPHOS is critical for modulating the differentiation potential of pluripotent cells (Wu et al, 2016; Cliff & Dalton, 2017; Zhang et al, 2018; Dahan et al, 2019), we tested whether reducing OXPHOS activity in *Bmal1* KO ESCs could restore the proper expression of lineage specification markers during in vitro differentiation. For this purpose, we used an early differentiation in vitro assay to rapidly induce the expression of genes involved in mesendoderm (ME) lineage choice (Thomson et al, 2011). In line with our previous differentiation assays, absence of BMAL1 significantly alter the expression of lineage markers upon ME differentiation (Fig 7H). Importantly, presence of mitochondrial respiration inhibitors (i.e., antimycin A/rotenone [AA/Rotenone]) during ME differentiation of *Bmal1* KO ESCs was sufficient to significantly rescue the expression of *T*, *Mixl1*, *Fgf8*, and *Gpb2* lineage markers compared with *Bmal1* WT ESCs (Fig 7H). These data further suggest that BMAL1 influences early cell fate specification during in vitro differentiation through the modulation of OXPHOS activity in ESCs.

**Figure S4.**
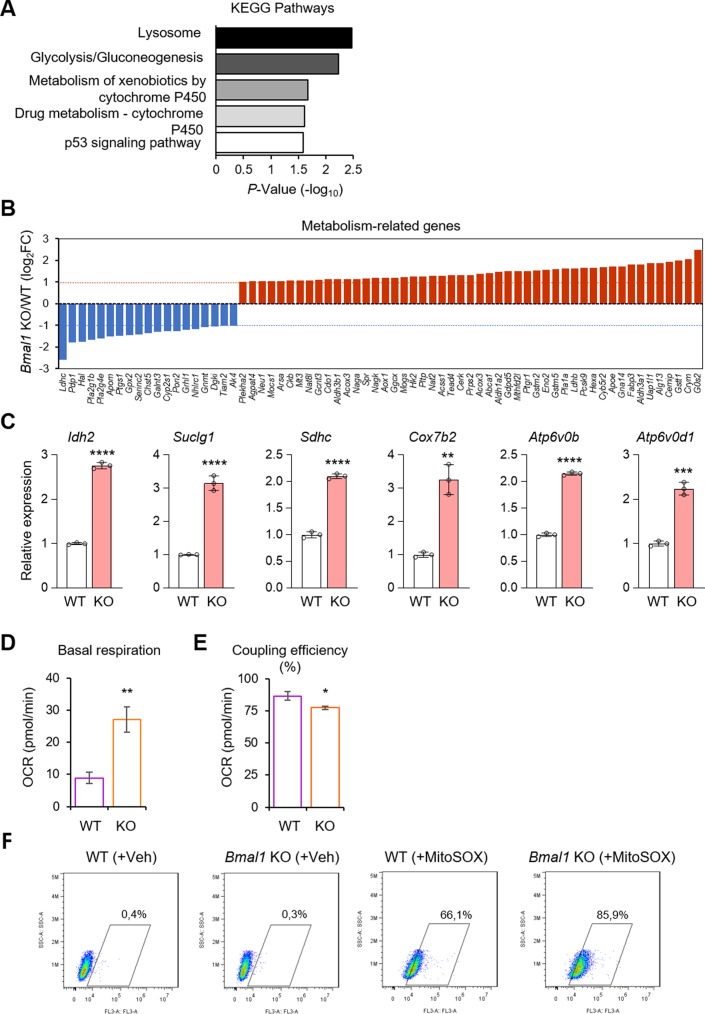
BMAL1 participates in the metabolic regulation of ESCs. **(A)** David KEGG pathways analysis of *Bmal1* KO misregulated genes showing significant alterations in metabolic pathways. **(B)** Graphical representation of 68 metabolic genes differentially expressed between *Bmal1* KO and WT embryonic stem cells (ESCs). **(C)** Relative expression of the indicated mitochondrial complex I–V and tricarboxylic acid cycle (TCA or Krebs cycle) genes (from Fig 7A) in *Bmal1* WT and KO ESCs. **(D)** Basal levels of respiration measured as oxygen consumption rate (OCR) in WT and *Bmal1* KO ESCs. (n = 3). **(E)** Percentage coupling efficiency calculated as the ATP Production Rate divided by the Basal Respiration Rate, both in *Bmal1* KO ESCs (n = 3). **(F)** FACS of *Bmal1* WT and KO cells treated with MitoSOX. The percentage represents the fraction of MitoSOX-positives cells in each sample in the indicated gate. In (C, D, E), bars represent mean ± SD. Two-tailed unpaired *t* test was performed. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05.

**Figure 7.**
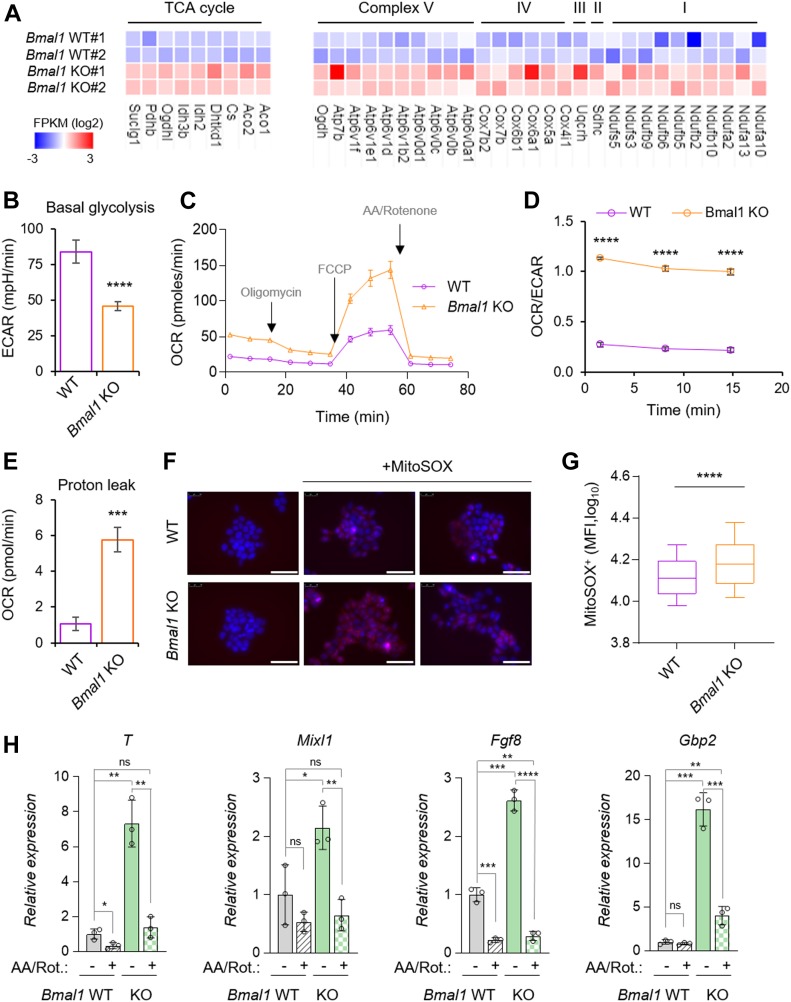
Depletion of *Bmal1* alters metabolic gene pathways, causing an increase in respiration and mitochondrial ROS production in embryonic stem cells (ESCs). **(A)** Heat map of the expression of tricarboxylic acid cycle (TCA) and mitochondrial complex I–V genes from wild-type (*Bmal1* WT) and *Bmal1* KO ESCs RNA-seq. **(B)** Basal glycolysis levels determined as extracellular acidification rate (ECAR) in wild-type (WT) and *Bmal1* KO ESCs (n = 3). **(C)** Bioenergetics assays in ESCs from WT and *Bmal1* KO ESCs. The different drugs used in the assay are indicated in grey (n = 3). **(D)** OCR/ECAR under basal conditions for the indicated cell lines at three different time points (n = 3). **(E)** Proton leak shown as OCR in WT and *Bmal1* KO ESCs (n = 3). **(F)** Fluorescence representative microscopy images showing MitoSOX fluorescence (red) in WT and *Bmal1* KO ESCs. Nuclei were stained with DAPI and shown in blue. The scale bar represents 50 μm. **(G)** Box plots showing the mean fluorescence intensity of MitoSOX treated *Bmal1* WT and KO cells. Center lines, medians; whiskers extend to the 10^th^/90^th^ percentile. **(H)** Relative expression of the indicated genes in *Bmal1* WT and KO cells with or without antimycin A/rotenone (AA/Rot) treatment. *t* test was performed. (n = 3). In (B, C, D, E, H), data are represented as mean ± SD. Two-tailed unpaired *t* test was performed. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05; AA, Antimycin A; FCCP, carbonyl cyanide-4 phenylhydrazone; ns, not significant; OCR, oxygen consumption rate. Source data are available for this figure.

## Discussion

Here, we demonstrate that BMAL1 is not required for ESC maintenance. In contrast, we show that this core component of the circadian clock plays critical roles during ESC in vitro differentiation. Indeed, depletion of *Bmal1* caused the deregulation of genes from the three germ layers (i.e., ectoderm, mesoderm, and endoderm). In line with this, we show that the absence of BMAL1 affects EB formation and gastrulation, using two independent differentiation in vitro organoid systems. Similar conclusions were drawn from an independently performed study, which recently came to our attention (Gallardo et al, 2020). Mechanistically, we find that depletion of *Bmal1* induces a shift in the basal metabolism of pluripotent cells involving an increase OXPHOS activity accompanied by augmented mtROS species production. Importantly, decreasing OXPHOS activity is sufficient to restore proper induction of lineage-specific marker expression during mesendoderm differentiation in the absence of BMAL1.

For circadian oscillation to occur, CLOCK and BMAL1 need to heterodimerize to activate their downstream transcriptional targets, which include *Per1/2/3* and *Cry1/2* (Takahashi, 2017). 

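*Clock* genes were compared in the undifferentiated WT and *Bmal1* KO ESCs of the RNA-seq experiment. *Per1* (ENSMUSG00000020893.17, chromosome 11 from 69095146 to 69109957) had 4.45 ± 0.749 FPKM in WT and 5.78 ± 0.747 in KO (SD, n = 2), a log2 fold change of 0.37 (standard error 0.16, adjusted p = 0.193 from limma; 0.0332 with the replicate block). *Per3* (ENSMUSG00000028957.12, chromosome 4 from 151003655 to 151044695) had 1.39 ± 0.0927 FPKM in WT and 1.09 ± 0.128 in KO (SD, n = 2), a log2 fold change of -0.33 (standard error 0.20, adjusted p = 0.327; 0.265 with the block). *Cry1* (ENSMUSG00000020038.10, chromosome 10 from 85131700 to 85185054) had 18.8 ± 0.371 FPKM in WT and 19.4 ± 0.664 in KO (SD, n = 2), a log2 fold change of 0.05 (standard error 0.08, adjusted p = 0.746; 0.467 with the block). *Cry2* (ENSMUSG00000068742.11, chromosome 2 from 92403647 to 92434069) had 7.68 ± 0.183 FPKM in WT and 8.27 ± 0.328 in KO (SD, n = 2), a log2 fold change of 0.11 (standard error 0.10, adjusted p = 0.516; 0.268 with the block). *Clock* (ENSMUSG00000029238.11, chromosome 5 from 76183686 to 76469519) had 3.20 ± 0.418 FPKM in WT and 3.12 ± 0.0512 in KO (SD, n = 2), a log2 fold change of -0.03 (standard error 0.15, adjusted p = 0.905; 0.855 with the block). *Per2* (ENSMUSG00000055866.9, chromosome 1 from 91415982 to 91459328) was below the FPKM minimum, with 0.201 ± 0.0661 FPKM in WT and 0.374 ± 0.0496 in KO (SD, n = 2). Of the 5 tested genes, 0 were called, 0 had an adjusted p under 0.05, over all features or over these genes alone, and 0 had an unadjusted p under 0.05. *Per1* passed an adjusted p of 0.05 only with the block, and its adjusted p ranged from 0.0332 to 0.282 across settings. Of 9 further tested clock genes, *Arntl* among them, 3 had an adjusted p under 0.05, over all features and over the 9 alone. *Dbp* (ENSMUSG00000059824.12, chromosome 7 from 45705061 to 45718002) rose from 1.58 ± 0.110 to 4.28 ± 0.157 FPKM (SD, n = 2), a log2 fold change of 1.39 (standard error 0.14, adjusted p = 0.00576; 0.00390 with the block). *Bhlhe40* (ENSMUSG00000030103.11, chromosome 6 from 108577036 to 108666925) had 2.70 ± 0.120 FPKM in WT and 11.1 ± 1.51 in KO (SD, n = 2), a log2 fold change of 1.99 (standard error 0.13, adjusted p = 0.00226; 0.00205 with the block). *Tef* (ENSMUSG00000022389.15, chromosome 15 from 81802673 to 81826863) had 3.86 ± 0.421 FPKM in WT and 6.71 ± 0.292 in KO (SD, n = 2), a log2 fold change of 0.78 (standard error 0.13, adjusted p = 0.0174; 0.00662 with the block).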

In agreement with the observation that circadian transcriptional oscillations are not functional in ESCs (Kowalska et al, 2010; Yagita et al, 2010; Umemura et al, 2014, 2017; Dierickx et al, 2017), when we analysed *Cry1/2* and *Per1/2/3* expression in *Bmal1* KO cells, we did not observe any significant change in their transcriptional levels (Table S1), further supporting a clock-independent function for BMAL1 in pluripotent stem cells. Several reports have demonstrated that circadian oscillations are absent from pluripotent cells by using bioluminescent reporter systems and analysing of clock gene expression (Kowalska et al, 2010; Yagita et al, 2010; Umemura et al, 2014, 2017; Dierickx et al, 2017). Nevertheless, both BMAL1 and CLOCK proteins have been reported to be present in ESCs by us (this study) and others (Lu et al, 2016), respectively, posing the question of how circadian oscillations are inhibited in pluripotent stem cells. One possible explanation was indicated by a study that demonstrated that in ESCs, PER is retained in the cytoplasm, therefore avoiding the proper nuclear function of the negative feedback loop required for cyclic circadian regulation (Umemura et al, 2014). Moreover, in contrast to Lu and colleagues (Lu et al, 2016), a recent study claimed that despite being expressed at the mRNA level, CLOCK protein was absent in ESCs because of microRNA-mediated posttranscriptional repression (Umemura et al, 2017). Although the absence of transcriptional cycling in pluripotent cells seems faithfully demonstrated, the extent to which each of the proposed mechanisms contributes to inhibit the normal function of the clock remains to be clarified. Importantly, CLOCK and BMAL1 seem to have opposite non-overlapping functions in terms of ESC differentiation (Gingold et al, 2014). This is in agreement with our observation that Bmal1 depletion facilitated the down-regulation of the pluripotency factor *Nanog* in conditions of mild differentiation, whereas Clock appeared to have the opposite effect, in agreement with what Lu and colleagues showed previously (Lu et al, 2016). Future studies are required to scrutinize common and specific roles of CLOCK and BMAL1 in ESCs, and additional levels of regulation that can shed light into the mechanisms by which pluripotent cells lack functional circadian rhythms.

Previous reports on the effect of loss of *Bmal1* expression on early embryo development are not consistent. Whereas Bradfield et al reported a normal mendelian ratio of *Bmal1*^*−/−*^ pups being born from the mating of two heterozygous *Bmal1*^*+/−*^ mice (Bunger et al, 2000), several recent reports have shown that *Bmal1* KO zygotes show reduced blastocyst formation and post-implantation development (Xu et al, 2016, 2017). Importantly, these defects could be directly associated with intrinsic developmental issues, given that they used females with at least one *Bmal1* allele, which have been reported to possess normal reproduction physiology (Xu et al, 2017). Our observation that depletion of *Bmal1* in ESCs, which are equivalent to the inner cell mass of the preimplantation blastocyst (around E3.5), show defects during in vitro differentiation to the three germ layers (i.e., ectoderm, endoderm, and mesoderm) would further support an embryo-autonomous role for BMAL1 in embryonic development. Taking into consideration the sterility issues described both in male and female *Bmal1* KO mice (Alvarez et al, 2008; Boden et al, 2010; Ratajczak et al, 2012; Liu et al, 2014; Xu et al, 2016), the in vivo study of *Bmal1* KO embryos is limited by the need of crossing heterozygous progenitors. We propose that ESC differentiation through gastruloid aggregation represents a powerful platform to investigate BMAL1 function in early stages of development where circadian rhythms have not yet been established. Moreover, this system allows to differentiate embryo-autonomous circadian mechanisms, excluding the influence from central and other periphery circadian clocks, which are also affected by the disruption of BMAL1 function.

In this study, we demonstrate for the first time a non-canonical function of BMAL1 in cells lacking circadian oscillations. This is in line with the observation that conditional depletion of *Bmal1* at the adult age does not recapitulate many of the metabolic and age-related pathologies observed in *Bmal1* KO mice (Yang et al, 2016). This observation implies that BMAL1 may have several important circadian-dependent and circadian-independent functions during embryogenesis. Importantly, the higher age-dependent accumulation of reactive oxygen species (ROS) observed in several tissues of *Bmal1* KO animals (Kondratov et al, 2006) could explain the early onset of age-associated pathologies observed in these animals. In line with this, we observed an increase in the mtROS levels in ESCs lacking *Bmal1*, even when the clock is not yet active, pointing to a possible factor contributing to the aging phenotypes observed in these animals later during their lifetime. Moreover, previous studies have demonstrated that oxidative stress negatively impacts oocyte quality and fertilization, together with embryo development (Matsuzuka et al, 2005; Tamura et al, 2008). Thus, the decrease in these parameters observed in *Bmal1*^*−/−*^ in vivo may not only be caused by the reproductive female organs but also from excess of ROS at the embryo level.

Finally, we observed that ablation of *Bmal1* in ESCs affected their metabolism by reducing glycolysis and increasing oxidative phosphorylation (OXPHOS). In line with this observation, using genome-wide immunoprecipitation-based techniques, BMAL1 has been shown to target genes related to cellular metabolism in somatic cells (Hatanaka et al, 2010; Wu et al, 2017; Reinke & Asher, 2019), therefore pointing to a potential direct regulation of metabolic genes by BMAL1 through chromatin binding. Although until recently changes in metabolism were thought to be a consequence of differentiation, it is now clear that metabolism plays an active role in cell fate commitment, mainly by modifying the epigenome, which can in turn regulate pluripotency, differentiation, and somatic cell reprogramming (Dahan et al, 2019). Pluripotent stem cells favour glycolysis over OXPHOS, thus both reducing potential DNA damage by ROS, whereas increasing the amount of available intermediate metabolites for biosynthesis of lipids and nucleotides. Differentiation of ESCs shows a switch towards a more oxidative metabolic status, and interfering with glycolysis or OXPHOS processes has been shown to interfere with lineage commitment (Teslaa & Teitell, 2015; Cliff & Dalton, 2017). In line with this, we observed that BMAL1 is not only required for proper metabolic gene expression but also for appropriate induction of differentiation by EB or gastruloid formation. In agreement with this observation, we observed that global gene expression profile induced by *Bmal1* depletion was significantly similar to those of loss-of-function of pluripotent factors involved in metabolic regulation such as POU5F1, ZFX, or PRC2 members (i.e., EED and SUZ12) (Galan-Caridad et al, 2007; Chen et al, 2008; Brookes et al, 2012; Di Croce & Helin, 2013; Kim et al, 2015). Future studies will be needed to dissect to what extent BMAL1 metabolic targets at the chromatin level are overlapping or different between pluripotent and somatic cells. Intriguingly, ESCs have been shown to present an oscillatory behaviour in glucose transporter expression (Paulose et al, 2012) even before the onset of a functional circadian clock. These data, together with our study, open up a new exciting field to interrogate circadian-independent BMAL1-mediated cyclic regulation of metabolism.

In sum, this novel function of BMAL1 in pluripotency exiting through metabolic regulation opens new avenues for exploring the involvement of non-canonical circadian clock regulation in development and disease.

## Materials and Methods

### Cell lines and cell culture

ESCs were cultured on 0.1% gelatin-coated plates at 37°C with 5% CO_2_ and maintained in DMEM (high glucose, D6429; Sigma-Aldrich), containing 15% FBS (10270-106; Gibco), 2 mM L-glutamine (G7513; Sigma-Aldrich), 1× nonessential amino acids (11140; Gibco), 1% nucleoside mix, 1× penicillin/streptomycin (15140; Gibco), 10^−4^M 2-mercaptoethanol (M6250; Sigma-Aldrich), and 1,000 U/ml of recombinant LIF.

HEK293T cells were cultured at 37°C with 5% CO_2_ in DMEM (high glucose, D6429; Sigma-Aldrich), containing 10% FBS (10270-106; Gibco), 2 mM L-glutamine (SH30034.01; GE Healthcare), 1× penicillin/streptomycin (15140; Gibco), and 10^−4^ M 2-mercaptoethanol (M6250; Sigma-Aldrich).

### RNA extraction

Total RNA was extracted using the E.Z.N.A. Total RNA Kit I kit (R6834-02; Omega Bio-Tek) following the manufacturer’s instructions.

For RNA sequencing (RNA-seq), the RNA samples were extracted using Trizol (15596018; Invitrogen) and Phasemaker Tubes (A33248; Invitrogen) following the manufacturer’s instructions.

### RT-qPCR analysis

RNA was converted into cDNA using qSCRIPT (84034; Quanta). Quantitative PCR was performed using the PowerUp SYBR Green Master Mix (4367659; Thermo Fisher Scientific) on the StepOnePlus Real-Time PCR System (Applied Biosystem). Gene-specific primers used are provided in Table S2.

Table S2 Oligos, shRNA, and sgRNA sequences.

### ShRNA design, lentivirus production, and cell transduction

shRNA sequences specific for mouse transcripts were found in the GPP Web Portal Tool available at https://portals.broadinstitute.org/gpp/public/. Oligos targeting the Luciferase and Bmal1 transcripts were cloned in a lentiviral pLKO.1 puro plasmid. ShRNA-targeted sequences used in this study are shown in Table S2. pLKO.1 puro was a gift from Bob Weinberg (plasmid #8453; Addgene; http://n2t.net/addgene:8453; RRID: Addgene 8453) (Stewart et al, 2003).

For lentiviral production, eight million HEK293T cells were seeded in 150-mm plates and transfected 24 h later with 20 μg of the corresponding pLKO.shRNA plasmid together with 10 μg of psPAX2 and pMD2.G packaging mix using PEI (Polyethylenimine, 408727; Sigma-Aldrich) following the manufacturer’s instructions. The next day, fresh medium was added to the cells, and viral supernatants were collected 48 and 72 h after transfection. Viruses were then concentrated using centrifugal filter units with 0.22-μm pore size (UFC903024; Amicon).

### AP staining

The presence of AP enzyme is characteristic of undifferentiated cells (Stefkova et al, 2015) and is, therefore, routinely used as a pluripotency marker. For AP staining, plates containing ESCs cultured in the presence or absence of LIF were washed with PBS with Ca^+2^ and Mg^+2^ (Dulbecco’s Phosphate Buffered Saline, D8662; Sigma-Aldrich), and the staining was performed according to the instructions provided by the manufacturer (86R-1KT; Sigma-Aldrich). The plates were air-dried and were kept at RT.

### Colony formation assay

To analyse the capability to form colonies from single cells of knockdown and KO lines, colony formation assays were performed as described previously (Fidalgo et al, 2016) with some modifications. Briefly, 800 cells were seeded in six-well plates coated with 0.1% gelatin and cultured in ESCs standard medium. 24 h later, the medium was changed to normal ESC medium or ESC medium without LIF. The media were changed every other day onwards. After 4 d, AP staining was performed as described above. The number of colonies was counted and classified according to their pluripotent state: undifferentiated (AP positive), partially differentiated (partially AP positive), or differentiated (AP negative).

### Western blot analysis

Whole cell extracts were obtained by lysing ESCs subjected to the different treatments with RIPA Lysis Buffer System (sc-24948; Santa Cruz Biotechnology) with freshly added protease and phosphatase inhibitors (sc-24948; Santa Cruz Biotechnology). Lysates were incubated during 30 min at 4°C and centrifuged for 10 min at 10,000*g* at 4°C to remove cellular debris. Samples were kept at −80°C until use.

Protein samples for Western blot analysis were prepared by adding Laemmli buffer and denaturing for 5 min at 95°C and loaded for resolution in a Novex WedgeWell 4–20% tris-Glycine Gel (XP04205BOX; Invitrogen). For Western blotting, the following antibodies and dilutions were used: αBMAL1 (1:2,000, ab93806; Abcam), αPOU5F1 (1:4,000, sc-5279; Santa Cruz Biotechnology), αNANOG (1:2,000, A300-397A-2; Bethyl Laboratories), αZFP42 (1:1,000, sc-514643; Santa Cruz Biotechnology), αEZH2 (1:5,000, #5246S; Cell Signaling Technology), αSUZ12 (1:1,000, sc-271325; Santa Cruz Biotechnology), and α-ACTIN (1:2,000, sc-47778; Santa Cruz Biotechnology) or β-TUBULIN (1:2,500, sc-55529; Santa Cruz Biotechnology) as loading controls.

### Immunofluorescence

12,000 cells were seeded in wells of 48-well plates coated with 0.1% gelatin and cultured in ESCs standard medium. After 72 h, cells were fixed with 4% paraformaldehyde for 15 min in darkness at RT and washed two times with PBS (Dulbecco’s Phosphate Buffered Saline, D8537; Sigma-Aldrich). Then, cells were permeabilizated with 0.25% Triton X-100 (T8787; Sigma-Aldrich) diluted in PBS for 5 min at RT followed by two times of PBS washes and blocking with 10% BSA (BP9702-100; Thermo Fisher Scientific) diluted in PBS for 30 min at 37°C. The antibodies αPOU5F1 (1:1,500, sc-5279; Santa Cruz Biotechnology), αSSEA1-488 (1:1,000, MA1-022-D488; Thermo Fisher Scientific), αZFP281 (1:1,000, sc-166933; Santa Cruz Biotechnology), αNANOG (1:500, sc-374103; Santa Cruz Biotechnology), and αSOX2 (1:1,000, sc-365823; Santa Cruz Biotechnology) were diluted in 3% BSA and incubated overnight in darkness at 4°C. To detect non-labelled primary antibodies, a *rhodamine red-x* secondary antibody was used (715-295-151; Jackson ImmunoResearch) for 1 h in darkness at RT. Nuclei were stained with DAPI (4′,6-diamidino-2-phenilindole, D9542; Sigma-Aldrich).

### Microscopy

Immunofluorescence images were taken with a Leica DMI 6000 inverted microscope with a 40× or 20× objective. The image processing was performed using the Leica Application Suite X, v3.0.11.20652. Bright-field and colour images were taken with a camera Olympus DP72 coupled to an inverted Olympus IX51 microscope.

### Genomic edition using CRISPR/Cas9 technology

*Bmal1* KO ESCs were generated with CRISPR/Cas9 editing tool as previously described (Ran et al, 2013). Briefly, an sgRNA targeting the exon 5 of the *Bmal1* gene was designed using the webtool available at http://crispr.mit.edu and was cloned into the pSpCas9(BB)-2A-Puro (PX459) V2.0 vector. After verifying the correct sequence by SANGER sequencing, ESCs were transfected with the sgRNA-containing plasmid using the jetPRIME kit (114-07; Polyplus) following the manufacturer’s instructions. Transfected cells were seeded at clonal density and selected with 2 μg/ml puromycin to obtain single colonies suitable for manual picking. Several clones were isolated, and the identity of a KO cell line was confirmed by Sanger sequencing and Western blot analysis. pSpCas9(BB)-2A-Puro (PX459) V2.0 was a gift from Feng Zhang (plasmid #62988; Addgene; http://n2t.net/addgene:62988; RRID: Addgene 62988) (Ran et al, 2013).

### DNA extraction and genotyping

Cells were resuspended in Cell Lysis Solution (158908; QIAGEN) and treated with RNAse A (EN0531; Thermo Fisher Scientific) for 1 h. Then, Protein Precipitation Solution (158912; QIAGEN) was added and samples were centrifuged at 16,000*g* for 10 min. Once the samples were clean of protein, the DNA was precipitated using isopropanol and washed with ethanol 70%. Finally, genomic DNA was resuspended in DNA Hydration Solution (158916; QIAGEN) overnight at RT.

A three-primer strategy was designed to detect homozygotic deletions in the CRISPR/Cas9–transfected clones as schematized in Fig S2A. Oligo sequences are shown in Table S2.

### RA differentiation assay

For this assay, NG4 ESCs containing a GFP reporter under the control of the pluripotency-related *Nanog* promoter were used. 50,000 cells transfected with shRNA against Bmal1 or Luciferase as a control were seeded in 12-well plates coated with 0.1% gelatine and cultured at 37°C with 5% CO_2_ in ESCs standard medium. After 24 h, the medium was maintained as control or switched for standard medium without LIF containing 10 nM of RA. After 48 h in RA-containing medium, the cells were analysed by flow cytometry in a BD Accuri C6 Plus instrument (BD Biosciences).

### EB differentiation assay

EBs were formed by aggregation of ESCs in suspension in a low-attachment petri dish as previously described (Doetschman et al, 1985). Briefly, ESCs transfected with shRNA against Bmal1 and Luciferase as control were seeded at 155,000 cells/ml in low-attachment plates and cultured at 37°C with 5% CO_2_ in standard ESC medium without LIF. The medium was refreshed every other day and samples were collected at day 6 of EB formation.

### Gastruloid aggregation assay

Gastruloid aggregation assays were performed as previously described (Baillie-Johnson et al, 2015; Beccari et al, 2018). Briefly, for the generation of aggregates, an average of 400 ESCs were resuspended in 40 μl of N2B27 medium (50% DMEM/F12 [Nutrient Mixture F-12 Ham, D6421; Sigma-Aldrich], 50% Neurobasal Medium [21103-049; Gibco] containing 1× B27 and N2 supplements [17504-044 and 17502-048, respectively; Gibco], 2 mM L-glutamine [SH30034.01; GE Healthcare], 1× penicillin/streptomycin [15140; Gibco]), seeded in non–tissue-culture treated u-bottomed 96-well plates and cultured at 37°C with 5% CO_2_. 48 h after seeding, a 3-μM CHIR stimuli was applied for 24 h, with media being changed every day. At 120 h, pictures were taken and 16 gastruloids were pooled in 200 μl of Trizol for RNA extraction as detailed above.

To calculate *Bmal1* WT and *Bmal1* KO gastruloid generation efficiency, the percentage of positive gastruloid-like structures in each experiment was compared (n = 14 groups of eight aggregates each). Gastruloid size measurement was performed using ImageJ Software, quantifying 112 gastruloids per condition.

### Mesendoderm differentiation assay

Mesendoderm differentiation assay was performed as previously described (Thomson et al, 2011). Briefly, *Bmal1* KO or WT ESCs were maintained for a couple of passages in N2B27 supplemented with LIF, 10 ng/ml BMP4 (11330852; Gibco), and 1 μM MEK inhibitor PD0325901 (PZ0162; Sigma-Aldrich). Then, 1.5 × 10^4^ cells/cm^2^ were seeded on gelatin-coated plates in N2B27 medium. 48 h later, the medium was switched to N2B27 supplemented with CHIR99021 3 μM (SML1046; Sigma-Aldrich) to induce mesendoderm differentiation. To diminish OXPHOS activity, the cells were treated with rotenone and antimycin A at a concentration of 50 nmol/l each. Rotenone is an inhibitor of the electron transport chain (ETC) complex I, and antimycin A is a complex III inhibitor. After 36 h, total RNA was extracted using the E.Z.N.A. Total RNA Kit I kit as described above.

### Teratoma formation

For teratoma formation, all animal procedures were performed in accordance with the University of Extremadura’s Institutional Animal Care and Use Committee. Eight female Swiss nude mice (Charles River Laboratory) at 5 wk of age were used for this assay. *Bmal1* WT and *Bmal1* KO ESCs were grown and passaged at 80% confluence. At the time of injection, the cells were washed with PBS-EDTA, trypsinized, and counted. Aliquots of 200 μl of 1:4 Matrigel/PBS containing 1 × 10^6^ *Bmal1* WT or *Bmal1* KO cells were injected subcutaneously in each mouse flank. Teratomas were excised 3–4 wk after injection, measured, and processed for teratoma biopsy histology. Tumours were fixed overnight in formalin, embedded in paraffin, sectioned at 5 μm, and stained with haematoxylin and eosin. Histological evaluation was performed using a Nikon TE2000-U microscope and ACT-1 Software.

### RNA-seq generation and analysis

RNA extraction method for RNA-seq samples is described above. Reads from the sequencing of biological replicates of WT and *Bmal1* KO ESCs were aligned to the mouse genome (GRCm38, mm10) using TopHat (v2.1.1) and Bowtie2 (v2.3.0) with the default parameters settings, providing a GTF containing known transcripts (-G). Transcript assembly and differential expression analysis were performed by Cufflinks (v2.2.1), expression of transcripts sharing each gene_id was quantified as FPKM (fragments per million mapped reads), and significance of differential expression tests was determined with the Benjamini–Hochberg correction for multiple testing. Differentially expressed genes were identified as genes having more than twofold change in expression in *Bmal1* KO compared with WT cells and an FDR value of less than 0.05.

### GO, KEGG pathway and Network2Canvas analyses

GO and KEGG analyses were performed with DAVID functional annotation tool at http://david.abcc.ncifcrf.gov/tools.jsp (Huang da et al, 2009) with a reference list including all *Mus musculus* genes from NCBI. Network2Canvas (Network Visualization on a Canvas with Enrichment Analysis) (http://www.maayanlab.net/N2C/) (Tan et al, 2013) was used to interrogate the correlation of gene expression changes in *Bmal1* KO ESCs with transcriptional changes upon loss-of-function of transcription regulators from published datasets.

### GSEA

GSEA (v3.0, accessible at http://software.broadinstitute.org/gsea/index.jsp) was used to analyse the enrichment differences between *Bmal1* WT and KO cells. Briefly, the analysis was performed running with 1,000 permutations and gene_set permutation type. *t* test metric to rank genes and weighted_p2 for enrichment statistics were used. Enrichment plot, normalized enrichment score, statistical significance (*P*-value), and FDR were calculated by the software.

### Extracellular metabolic flux analysis

45,000 *Bmal1* WT and KO ESCs were seeded in Seahorse XFp Cell Culture Miniplates (103025-100; Agilent) coated with 0.1% gelatin and cultured at 37°C with 5% CO_2_ in standard ESCs medium for 24 h. OCR and extracellular acidification rate were measured using Seahorse XFp Cell Mito Stress Test Kit (103010-100; Agilent) and Seahorse XFp Glycolitic Rate Assay Kit (103346-100; Agilent), respectively, following the manufacturer’s instructions. Briefly, the cells were incubated 45–60 min in Seahorse XF DMEM Medium, pH 7.4 (103575-100; Agilent), supplemented with pyruvate 1 mM, L-glutamine 2 mM, glucose 10 mM, and Hepes 5 mM (this only for the Glycolytic Rate Assay), and mitochondrial function was analysed in Seahorse XFp Analyser (Agilent).

Proton leak and coupling efficiency parameters were calculated using the OCRs data obtained with the Seahorse XFp Cell Mito Stress Test Kit (103010-100; Agilent). The assay involves the use of three different drugs: oligomycin, which decreases the electron flow through the ETC, resulting in a mitochondrial respiration reduction; carbonyl cyanide-4 phenylhydrazone (FCCP), which restores the electron flow through the ETC obtaining the maximal oxygen consumption; and AA/Rotenone, which completely blocks mitochondrial respiration and allows the calculation of non-mitochondrial oxygen consumption. Proton leak was calculated as the minimum OCR measurement after oligomycin injection minus the non-mitochondrial oxygen consumption, determined as the median of the OCR data after AA/Rotenone addition. Coupling efficiency was calculated as the ATP-linked OCR divided by the basal mitochondrial OCR and multiplied by 100.

### mtROS analysis

The same number of *Bmal1* WT and KO ESCs was seeded in 12-well plates in ESC standard medium. 24 h later, the cells were stained with MitoSOX Red mitochondrial superoxide indicator for live-cell imaging (M36008; Invitrogen) following the manufacturer’s instructions. Briefly, the samples used for cytometry analysis were dissociated with trypsin (SH30236.01; GE Healthcare) and washed with PBS with Ca^+2^ and Mg^+2^ (Dulbecco’s Phosphate Buffered Saline, D8662; Sigma-Aldrich). Then, the cells were incubated for 10 min in 5 μM MitoSOX reagent working solution in PBS or only in PBS as a control and analysed by flow cytometry in a BD Accuri C6 Plus instrument (BD Biosciences).

Cells used for imaging were treated with 5 μM MitoSOX reagent working solution in PBS on plates for 10 min at 37°C. Then, nuclei were stained with DAPI, and images were acquired with a Leica DMI 6000 inverted microscope with a 20× objective.

### Statistical analysis

Differences with two-sided *P* < 0.05 were deemed statistically significant, as evaluated using the *t* test. Results are reported as mean ± SD or SEM as indicated in the figure legends.

## Data Availability

RNA-seq datasets generated in this study are deposited at Gene Expression Omnibus (accession number GSE133908).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

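The 4 libraries were 2 of WT ESCs and 2 of *Bmal1* KO ESCs, as their labels state. The labels name no separate clones or cultures, so a difference between the genotypes cannot be told apart from a difference between the 2 cultures. The authors isolated RNA with Trizol, depleted ribosomal RNA, aligned the reads to GRCm38 with TopHat 2.1.1 and Bowtie2 2.3.0 and estimated FPKM per feature with Cufflinks 2.2.1, and these FPKM are the deposited values. No read number can be recovered from FPKM, so the depth of each library is unknown and the precision of each value is judged from the spread between replicates alone. The files start their coordinates from 0: of 4158 features that share the end of the annotated gene, 1462 start 1 base below it and 132 at it. Therefore 1 was added to each start. Of 17710 features with a symbol, 16675 matched a gene of the GENCODE annotation by symbol and chromosome, and 16657 of these overlapped it. The coordinates given for a gene are those of its feature, which can reach beyond the annotated gene, as for *Pip* and *Grp*. Such a value is uncertain, and this limit is not marked at each gene named.

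FPKM were compared as log2 values after adding a pseudocount of 0.1, for the 12990 features with a mean of at least 0.5; the other 6655 features were left out because values near 0 have no stable ratio. KO was compared with WT in limma 3.58.1 under R 4.3.3, with an empirical Bayes moderated test whose variance follows a trend with expression and with Benjamini-Hochberg adjustment over all tested features. Each adjusted p given for a gene comes from this limma test. A feature was called at an adjusted p under 0.05 and a change greater than 2-fold. Gene lists were tested with camera from limma at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 14 lists. The medians and SDs of lists were set against 10000 random lists matched on expression in 20 bins. Pathways came from the Reactome sets in fgsea 1.28.0, with 10 to 500 tested genes each, and were tested with Fisher's exact test. The log2 fold changes of neighbouring features with a symbol were scanned in windows of 20 against 100 shuffles of their order. Some features share their coordinates, so a window can hold fewer than 20 positions. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data of 2 against 2 libraries, 85.1% of 195 changed genes were called, with 3 calls among 12967 unchanged genes, and 0 calls among 13177 genes when none was changed. All simulated changes were well above the 2-fold limit, so the power near that limit was not measured. Noise was drawn for each library on its own, without an effect shared by replicate number or a difference between cultures. The simulated false calls therefore do not give the false calls in these libraries.

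Replicates 1 and 2 of each genotype were grouped by their labels. The replicate number in those labels is the only source of a pairing between WT and KO, and neither the labels nor the methods say that equal numbers were processed together; the model with the replicate number as a block is therefore given beside the one without it. Before the data were examined, 9 alternatives were fixed, along with leaving out each of the 4 libraries in turn. They were applied to the planned results and also to the runs and gene groups found afterwards. They were a pseudocount of 1 or 0.01, no filter on low values, a mean FPKM of at least 1, quantile normalization, median-of-ratios scaling, the replicate block, no trend in the variance, and FPKM summed over features with the same symbol. A further setting, which leaves out features without a symbol, was chosen after seeing the data. The genes named are those the paper names, genes of the written lists, and the 5 largest rises and 5 largest falls among called genes with each KO library beyond each WT library and a mean FPKM of at least 1 in 1 group. Any choice made within a list after its values were seen is marked. Gene lists were written from symbols, because the gene sets behind Figs 6B, 6E, 6F and S3A are not used here. The RT-qPCR, Western blot, Seahorse, differentiation and screening experiments are not analysed here, and neither are the KEGG and GO enrichments.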

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

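The tests on chromosomes 1, 4, 7 and 13 and on the higher imprinted genes, and those of a Y-bearing share and of an X pair in the WT culture, were chosen only after the result was seen. The results below concern genes that the paper does not discuss as groups. The labels name no separate clones, so in none of them can the loss of BMAL1 be told apart from another difference between the WT and KO cultures.

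Genes on chromosome 6 from *Eif2ak3* to *Gata2* (70844522 to 88207032), bounds chosen before the test, were mostly higher in *Bmal1* KO, with a median log2 fold change of 0.88 over 102 tested features at 89 distinct positions (0.87 over positions), of which 97 were higher and 34 were called up-regulated, 9.63% of all up-regulated calls. The raised block, as judged after its values were seen, ends at *Cnbp* (87851297): the 95 features up to it had a median of 0.89 with 93 higher, and the 6 between it and *Gata2* had a median of -0.05, so *Gata2* stands apart from the block. The segment drew attention because Table S1 lists many of its genes. In 92 of the 102, both KO libraries lay above both WT libraries, as in 3512 of all 12990 tested features (chance separates the groups in 33.3%, counting both directions). If extra copies of the segment were the cause, genes of the run that Table S1 does not list would rise too, and these 67 genes had a median of 0.76 with 92.5% higher. A gain of 1 copy over 2 would give 0.58 and a gain of 2 copies 1.00. Genes outside the run had a median of -0.0226, which goes against the scaling of the libraries. The median of genes with a mean FPKM of at least 10 was 0.81, so low values alone did not make the run; the 1.02 of the others leaves open whether they added to its size. Of random lists matched on GC content and length 0% reached the median, and of random runs of neighbours 0% did. The smallest difference between a KO and a WT library was 0.85, so no single library carries the pattern. A gain of the segment in the KO culture is a candidate explanation that may be tested on DNA, and no DNA data were examined.

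Of the Y-linked genes, 3 passed the FPKM minimum and all 3 (*Ddx3y*, *Eif2s3y* and *Uty*) were called up-regulated in KO. The 7 tested X-linked paralogs of Y genes had a median log2 fold change of 0.0029, which goes against a rise shared with the X copies. A move of reads from the X copy is not excluded by that median. *Ddx3x* changed from 199.5 to 177 FPKM (-0.17, adjusted p = 0.380, and 0.0250 with the replicate block). *Eif2s3x* changed from 169 to 132 FPKM (-0.35, adjusted p = 0.0300, from 0.00472 to 0.0891 across settings). *Kdm6a*, the paralog of *Uty*, changed by 0.09. Markers of fibroblasts had a median of 0.45, under the limit of 1 set for RNA of male fibroblasts in the KO libraries, though only 5 of 15 markers could be tested. Of these 5, 3 were higher and 2 lower in KO, and 2 of the higher ones had an adjusted p under 0.05. Their median was higher than 96.4% of expression-matched lists, so such RNA is not excluded by this limit. The WT level of the 3 genes was 1.73% (*Ddx3y*), 2.36% (*Uty*) and 3.53% (*Eif2s3y*) of the KO level, and the highest share was 2.04 times the lowest. A similar small share for each gene may reflect a WT culture in which most cells had lost the Y chromosome. Genes of chromosome X were shifted by 0.0043 against the other chromosomes, which goes against a pair of active X chromosomes in the WT culture. No biological explanation tied to BMAL1 was tested.

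On chromosome 4, the 20 neighbouring features from 8535644 to 12172015, at 17 distinct positions, had the lowest median of any window there, -0.74 (-0.72 over positions), with 16 lower in KO (80.0%) and 4 called down-regulated, among them *Esrp1* and *Pdp1*, chosen after their values were seen. *Ccne2* and *Dpy19l4* are each listed 2 times. The share of lower features cannot tell a loss of copies from other causes, because the window was found by its low values. Genes of the window with a mean FPKM of at least 5 had a median of -0.59, the smallest fall between a KO and a WT library was -0.61, and after subtracting the median of genes of like GC content and length the median was -0.68. In 0 of 100 shuffles of the gene order was a window as low. A loss of part of the segment in KO may explain it and was not shown.

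A run of 37 features on chromosome 4 from 142102390 to 147822202 had a median of -0.33, with 27 lower in KO. They lie at 24 distinct positions, with a median of -0.30 over positions, so the run holds fewer independent genes than features. Features with a mean FPKM of at least 5 had a median of -0.45, so low values alone may not explain it. The differences between a KO and a WT library ran from -0.54 to -0.18, and the weakest of them leaves the part of a deviating library open. After GC content and length the median was -0.31, but only 64.9% of the features had these values, so that test decides nothing. The run cannot be told apart from these 2 technical explanations.

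At the end of chromosome 7, 20 neighbouring features from 142375916 to 144844408 had a median of 0.49 (0.36 over 18 distinct positions), with 15 higher in KO and 5 called up-regulated. The 10 features with a mean FPKM of at least 5 had a median of -0.0171, so the median of the run may come from low values. Of these 10, however, 4 rose with an adjusted p under 0.05 (*Ctsd*, *Cd81* merged with *Tssc4*, *Cdkn1c* and *Phlda2*, chosen after their values were seen), which low values do not explain. The 15 features of the run that are not imprinted had a median of 0.0483, so the imprinted genes within it may account for its median. The smallest library difference was 0.39, and the median after GC content and length was 0.57, which go against 1 deviating library and against these properties.

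The list of 30 tested imprinted genes, at 26 distinct positions, had a median of 0.48, with 26 higher in KO and 7 called up-regulated, among them *Mest*, *Igf2* and *Cdkn1c* (adjusted p = 2.71e-07 from limma's camera; 2.91e-06 with the replicate block). The smallest library difference was 0.41 and the median after GC content and length was 0.52. The imprinted genes on chromosomes other than 7 had a median of 0.25, so chromosome 7 alone did not carry the shift. The 19 with a mean FPKM of at least 5 had a median of 0.26. These tests leave a change of imprinted expression between the 2 cultures as a hypothesis, which may follow from culture history as well as from genotype; the 2 cannot be told apart here.

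Histone genes on chromosome 13 had a median of -0.70 over 35 tested genes, with 32 lower in KO. The 487 other genes with transcripts under 1000 bases had a median of -0.0579, which goes against a weaker recovery of short RNA in general, and the smallest fall between a KO and a WT library was -0.56. Only 4 of the 35 had a mean FPKM of at least 5, with a median of -0.44, too few to tell the fall from noise of low values. The 7 histone genes elsewhere had a median of 0.16. No biological explanation was tested.

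The 632 tested genes of chromosome 1 had a median above that of the other chromosomes by 0.11, with 65.5% higher in KO. The shift was 0.12 after GC content and length, its lowest value between a KO and a WT library was 0.0641, and the lowest over 4 parts of the chromosome was 0.0663. An extra copy of chromosome 1 in a part of the KO cells may give such a shift, and no biological explanation was tested.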

How the results depend on the processing

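The depth of the libraries is unknown, so no result was weighed by counting error. Each change below is against the values given at the claims, and the cause was not tested.

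With a pseudocount of 1, 146 features were called up-regulated and 85 down-regulated, with 178 of the Table S1 genes, 28 of the Fig S4B genes and 8 of the developmental genes. With quantile normalization, the median log2 fold change was 0.0875 for housekeeping genes, 0.12 for complex I and 0.11 for complex V, each then past an unadjusted camera p of 0.05. It was reversed to 0.16 for complex IV, 0.0801 for all glycolysis genes and 0.0714 for ribosomal protein genes (past an unadjusted camera p of 0.05), and single genes were reversed to 0.0744 for *Pou5f1* and 0.0192 for *Suz12*. With median-of-ratios scaling, complex I had a median of 0.0697, then past the threshold, the developmental families were reversed to 0.0061 and *Suz12* to 0.0075. With the replicate block complex I had 0.051 and passed the threshold. With a mean FPKM of at least 1 complex IV was reversed to 0.0495, and with no filter on low values the developmental families were reversed to 0.12, then past an unadjusted camera p of 0.05.

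Across the 4 fits that each left out 1 library, the median ran from 0.27 to 0.36 for germ layer markers, from -0.008 to 0.0245 for housekeeping genes, from -0.18 to -0.0724 for pluripotency genes, from 0.40 to 0.48 for imprinted genes, from 0.0686 to 0.14 for TCA genes, from 0.0114 to 0.11 for complex I, from -0.0117 to 0.0908 for complex IV and from -0.0299 to 0.0345 for complex V. For the developmental families it ran from -0.0207 to 0.0179. The range was 0.0333 to 0.099 for complex II, -0.0047 to 0.0478 for complex III and -0.0933 to -0.0104 for glycolysis. Of the calls made with all 4 libraries, 313 to 337 up-regulated and 162 to 172 down-regulated features kept a change above 2-fold; no test was made with 3 libraries, so these counts can only fall.

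For 77 single genes, 686 values under the 9 alternatives comprised 645 with the same direction and side of the adjusted p threshold, 19 weaker (11 genes), 19 stronger (11 genes) and 3 reversed (2 genes). These words leave the 2-fold limit aside. With it, 7 of the 33 called genes lost their call in 14 values (*Snai3*, *Pdp1*, *Ggcx*, *Atp6v0a4*, *Foxi3*, *Gata2* and *Pip*), and 7 of the 14 lost it by the 2-fold limit alone. Calls were gained in 9 values (6 genes). *Aox1*, *Dgki*, *Galnt3*, *Gata4*, *Gm35612*, *Nat8l* and *Serinc2* were too low for a value with a mean FPKM of at least 1.

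The chromosome 6 run had a median from 0.77 to 0.89 under the 9 alternatives, all of them positive. The chromosome 7 run had a median of 0.27 with a pseudocount of 1 and 0.14 with a mean FPKM of at least 1. The lower window on chromosome 4 had -0.55 with a pseudocount of 1, and the distal chromosome 4 run had -0.59 with FPKM summed by symbol. The histone genes on chromosome 13 had -0.41 with a pseudocount of 1. With a library left out, the median of the chromosome 7 run ran from 0.37 to 0.62, that of the chromosome 4 distal run from -0.51 to -0.14, that of the histone genes on chromosome 13 from -0.84 to -0.62 and the chromosome 1 shift from 0.08 to 0.14.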

Differences from the paper's values

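None of the counts that the paper states differed by more than 1.5-fold from the values computed here: 353 up-regulated features against the paper's 444, 185 down-regulated against the paper's 197, and 39 and 13 metabolism-related genes against the paper's 49 and 19. The 39 and 13 were counted only among the genes that Fig S4B names, so they could not exceed the paper's and are no independent recount. The 353 and 185 are features, where the paper counts genes. Of these, 27 and 46 carry no symbol, and 304 and 105 are in Table S1 as read here. Fig S3D, read by eye, shows about 1500 FPKM for *Pou5f1* in WT, where the deposited value was 1538. With a pseudocount of 1 the counts fell to 146, 85, 24 and 4, and with a mean FPKM of at least 1 the up-regulated count was 277, each more than 1.5-fold from the paper's. Among the other settings with all 4 libraries, the down-regulated metabolism-related genes were 10 with no filter on low values and 11 with median-of-ratios scaling. Fits with a library left out are not compared with the paper here, because no test was made with 3 libraries.

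Of the 588 genes in Table S1 as read here, 179 were not called. Among them a pseudocount of 0.01 called 21, no filter on low values 16, a mean FPKM of at least 1 called 1, quantile normalization 13, median-of-ratios scaling 9, the replicate block 26, no trend in the variance 15, and summing by symbol 11. Leaving out features without a symbol, a setting chosen after seeing the data, called 36, and any of these settings together called 84.

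Of the genes of Fig S4B, the paper shows these as changed more than 2-fold, but they were not called. The first value given for a gene is the log2 fold change after adding 0.1 to each FPKM, which shrinks changes of low values. In mean FPKM itself, each of these genes changed more than 2-fold in the paper's direction. For example, *Plekha2* rose from 2.87 in WT to 5.82 in KO and *Nat8l* from 0.379 to 0.805, and *Tiam2* fell from 1.47 to 0.722. Values under 1 here thus do not contradict the paper's fold changes. *Aldh3b1* (1.06, adjusted p = 0.0687) was called with the replicate block, and *Plekha2* (1.00, 0.00941) with a pseudocount of 0.01 and with median-of-ratios scaling. *Aox1* (0.89, 0.268) and *Nat8l* (0.92, 0.114) were called in no setting. *Apom* (-1.45, 0.0503) was called with a mean FPKM of at least 1, quantile normalization and the replicate block, *Galnt3* (-1.10, 0.0641) without a trend in the variance, *Serinc2* (-1.25, 0.0687) with the replicate block, *Tiam2* (-0.93, 0.0437) with a pseudocount of 0.01, and *Dgki* (-0.94, 0.0511) in no setting. Leaving out features without a symbol, chosen after seeing the data, also called *Aldh3b1*, *Apom*, *Galnt3* and *Serinc2*. Aldh1a2, Cemip, Cerk, Gcnt3, Gdpd5 and Hal were below the FPKM minimum and were called in no setting.

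The paper finds metabolic pathways enriched among the changed genes with KEGG, against a background of all mouse genes. Here 0 of 785 Reactome pathways had an adjusted p under 0.05 by Fisher's exact test and 26 had an unadjusted p under 0.05. No alternative gave a pathway past the threshold. The background here was only the 4118 tested genes with a pathway, 134 of them called, whereas 465 features with a symbol were called. The tests are thus unlike, and the Reactome result cannot contradict the paper's. The paper reports gene signatures of stem cell differentiation as up-regulated by GSEA. Those signatures were not used here, and the symbol families of developmental genes, a different set, had a median log2 fold change of -0.01. The median was 0.12 with no filter on low values, where camera passed an unadjusted p of 0.05, and this is the direction the paper reports. The paper describes housekeeping genes as unchanged, for a gene set that was not used here. The 25 reference genes, a different set, had a median log2 fold change of 0.02 (adjusted p = 0.623 from camera). That median was higher than 98.5% of expression-matched lists. Only 2 of the 25 had an adjusted p under 0.05. Of these, *B2m* was called and *Actb* had an adjusted p of 0.0229 with a log2 fold change of 0.44. *B2m* shares its coordinates with *Patl2* in the files, so its value is uncertain, and the adjusted p of *Actb* ranged from 0.00618 to 0.0632 across settings. The paper lists genes of complexes I to V and the TCA cycle as higher, and all 36 tested were higher here, in the same libraries. Of these 36, 6 had an adjusted p under 0.05 and none was called. Medians of the complete families ran from -0.02 to 0.11, or from 0.10 to 0.16 with quantile normalization. The complex V group of Fig 7A holds genes of the vacuolar ATPase, whose family had a median of 0.25 against 0.01 for the ATP synthase.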

Other observations

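The tests of the genes of the chromosome 6 run among TCA and Fig S4B genes, and that of the imprinted genes without *Mest*, were chosen only after the result was seen; the others in this part were not. The higher genes of the TCA cycle and respiratory chain in Fig 7A may reflect which genes were drawn, since all TCA and complex I to V genes together had a median of 0.0433 against 0.22 for the genes shown. A median near 0 does not make the families unshifted: the 82 tested genes of complexes I to V had a median of 0.03, higher than 100% of 10000 expression-matched lists, though camera passed an unadjusted p of 0.05 with the replicate block and not without it. With quantile normalization the medians were 0.12 for complex I, 0.10 for complex II, 0.10 for complex III, 0.16 for complex IV and 0.11 for complex V. A part of the rise in Fig 7A may thus be shared by the families, but these values cannot tell that from an effect of scaling. The 25 reference genes also exceeded 98.5% of matched lists. Quantile normalization moved their median from 0.02 to 0.09, that of ribosomal protein genes from -0.15 to 0.07 and that of glycolysis from -0.07 to 0.08. It did not raise the medians of the imprinted genes, the developmental families or the germ layer markers. With the genes of the chromosome 6 run left out, the TCA genes still shifted upward (limma's camera p = 0.00408), and their median exceeded that of 99.99% of expression-matched lists drawn in a permutation of genes, so the run did not account for them.

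The complex V genes of Fig 7A are genes of the vacuolar ATPase apart from Ogdh and Atp7b. The difference of the medians of the vacuolar ATPase and ATP synthase families, 0.24, exceeded 100% of 10000 relabellings of the pooled genes, a hypothesis that the 2 families may differ in their response.

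Of the up-regulated genes of Fig S4B, 5 of 43 tested lie in the chromosome 6 run, against 102 of 11944 tested features with a symbol (Fisher's exact test, p = 3.06e-05). The run thus may have added genes to the metabolic list, but it holds 10.1% of the other up-regulated genes with a symbol as well (p = 0.787 for the difference by the same exact test).

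*Mest* and *Copg2* share coordinates in the files. *Copg2* itself rose, by 0.81 (from 15.0 to 26.5 FPKM), whereas reads moved from it to *Mest* would lower it. *Mest* rose by more than the whole WT level of *Copg2*, from 1.74 to 43.7 FPKM, which goes against a transfer of reads from an unchanged *Copg2*. Because 0.81 lies between the limits of 0.5 and 1 set beforehand, how the reads of the 2 rises were shared cannot be told apart. The spread of fold changes of the imprinted genes exceeded 98.7% of matched lists, but that list holds *Mest* itself; without *Mest* it exceeded 88.4%, so the spread rested largely on *Mest*. The upward shift did not: without *Mest* the median was 0.41, higher than 100% of matched lists.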
